# Fine Mapping of *BoVl* Conferring the Variegated Leaf in Ornamental Kale (*Brassica oleracea* var. *acephala*)

**DOI:** 10.3390/ijms232314853

**Published:** 2022-11-27

**Authors:** Jie Ren, Jiaqi Zou, Xiao Zou, Gengxing Song, Zhichao Gong, Zhiyong Liu, Ruiqin Ji, Hui Feng

**Keywords:** ornamental kale, variegated leaf, BSR-seq, chloroplast, transcriptome

## Abstract

Ornamental kale, as a burgeoning landscaping plant, is gaining popularity for its rich color patterns in leaf and cold tolerance. Leaf variegation endows ornamental kale with unique ornamental characters, and the mutants are ideal materials for exploring the formation mechanisms of variegated phenotype. Herein, we identified a novel variegated leaf kale mutant ‘JC007-2B’ with green margins and white centers. Morphological observations and physiological determinations of the green leaf stage (S1), albino stage (S2) and variegated leaf stage (S3) demonstrated that the chloroplast structure and photosynthetic pigment content in the white sectors (S3_C) of variegated leaves were abnormal. Genetic analysis revealed that a single dominant nuclear gene (*BoVl*) controlled the variegated leaf trait of ‘JC007-2B’, and three candidate genes for *BoVl* were fine-mapped to a 6.74 Kb interval on chromosome C03. Multiple sequence alignment among the green-leaf mapping parent ‘BS’, recombinant individuals, mutant parent ‘JC007-2B’ and its same originated DH line population established that the mutation sites in *Bo3g002080* exhibited a complete consensus. *Bo3g002080*, homologous to *Arabidopsis MED4*, was identified as the candidate gene for *BoVl*. Expression analysis showed that *Bo3g002080* displayed a 2158.85-fold higher expression at albino stage than that in green leaf stage. Transcriptome analysis showed that related pathways of photosynthesis and chloroplast development were significantly enriched in the white sectors, and relevant DEGs involved in these pathways were almost down-regulated. Overall, our study provides a new gene resource for cultivar breeding in ornamental kale and contributes to uncovering the molecular genetic mechanism underlying the variegated leaf formation.

## 1. Introduction

Ornamental kale (*Brassica oleracea* var. *acephala*) is an ideal landscape plant suitable for flowerbeds and flower seas by virtue of its cold tolerance and attractive leaf coloration. It is becoming increasingly renowned for a wide range of color patterns in the inner leaves under lower temperatures, mainly including red, purple, pink and white. Currently, most research focuses on the color variation and the genetic mechanism of red and purple inner leaves [1,2,3,4,5], while little is known about the occurrence of variegated leaves in kale [6]. Leaf variegation refers to different-colored patches developed on the same leaf tissue, usually consisting of green and white (or yellow) sectors [7]. In our previous study, a variegated leaf kale showing green margins and white centers, which looks like a lotus and is of unique ornamental characteristics, was created by isolated microspore culture. Although the color transition of kale leaves from green to white could occur naturally, accompanied by some variegated leaves produced, this phenotype would fade away after a brief period. Therefore, such a distinctive and long-lasting green-white variegated leaf mutant is of great value for cultivar breeding and product application in ornamental kale, and provides a favorable tool for dissecting the formation mechanism underlying leaf variegation pattern.

For the variegated leaves, the green sectors possess morphologically normal chloroplasts, whereas the lighter colored sectors mostly contain aberrant chloroplasts, deficient in chlorophyll and carotenoid pigment contents [8]. Efforts have been made to explore the genetic model of variegated leaves since the early 20th century, while most of the traits in earlier research did not follow Mendelian inheritance, whose phenotypic formations were closely associated with plastid dysfunction. In recent years, with extensive investigations conducted into variegated leaf mutants of the model plant *Arabidopsis thaliana*, many nuclear genes modulating leaf variegation have been characterized. *VARIEGATED 2* and *VARIEGATED 3* determine the variegated leaves formation through regulating chloroplast development [9,10], while *IMMUTANS, MUTATOR*, *CLOROPLASTOS ALTERADOS*, *ATASE 2-DEFICIENT*, *GERANYLGERANYL DIPHOSPHATE SYNTHASE* (*GGPS*)*1* and *CRUMPLED LEAF* (*CRL*) control leaf variegation through regulating chlorophyll and biosynthesis [11,12,13,14,15,16].

Among these mutants, two representative mutants *immutans* (*im*) and *variegated 2* (*var2*) were characterized more fully and provided a theoretical basis for dissecting variegated leaf formation. The *im* mutant was first found by Rédei (1963), in which green sectors on the leaves contain normal cell wall and chloroplast, whereas the white sectors contain vacuolated plastids and abnormal lamellar structure [17,18]. Wu et al., (1999) mapped the recessive nuclear gene controlling this variegated leaf trait on the chromosome 4 of *Arabidopsis* [19]. IM protein serves as a plastid terminal oxidase regulating electron transport and redox, deficient in which would result in the formation of reactive oxygen, in turn leading to photo-oxidized plastids in the white sectors containing lower level of carotenoids and higher level of carotenoid precursor phytoene [11,17,19,20]. Another variegation-related mutant *var2* was isolated by Martínez-Zapater (1993), which has yellow-green variegated leaves that were susceptible to light and temperature, and was controlled by a pair of recessive nuclear genes [21,22]. The candidate gene *FtsH*, belonging to the AAA (ATPase associated with various cellular activities) ATPase superfamily, which were anchored on the transmembrane domain in thylakoids. Mutated *FtsH* led to abnormal thylakoid function, and affected the chloroplast development. Based on previous studies and these typical mutants, Yu et al., (2007) tentatively summarized seven types of molecular mechanisms underlying variegated leaf formation: genotype chimerism, transposon insertion, RNA silencing, plastome mutation, nuclear gene variation, mitochondrial genome mutation and plastid–nucleus incompatibility [23]. Moreover, three classic hypothesis models of variegated leaf formation have been proposed, namely, the photo-oxidation hypothesis, the FtsH complex threshold hypothesis and the chloroplast development and homeostasis hypothesis [23]. These results lay a solid foundation for uncovering the molecular mechanism of variegation formation throughout the plant kingdom.

The occurrence of leaf variegation in kale renders it with richer color patterns and ornamental characteristics, which would attract more interest, so it is necessary to explore the formation mechanism behind it for a better application. However, so far, there is no direct report on the molecular genetic mechanism of variegation formation in kale. In the present study, we characterized a novel variegated leaf mutant, the ‘JC007-2B’, appearing a peculiar green-white leaf variegation. Detailed morphological observation and physiological assays at different development stages revealed that chloroplast development and photosynthetic pigment contents were abnormal in the white sectors. Genetic analyses suggested that the leaf variegation was controlled by a dominant nuclear gene, *BoVl*. BSR, SSR and Indel markers were applied to conduct the fine mapping of the candidate gene. Sequence alteration with consensus detected in multiple variegated plants of two base substitutions and a base insertion on exon 2 of *Bo3g002080*, along with its distinctly differential high expression levels, further confirmed that *Bo3g002080* was the candidate gene for variegated leaf phenotype. *Bo3g002080* is homologous to *Arabidopsis MED4* encoding a hydroxyproline-rich glycoprotein family protein, but the function of *MED4* in affecting chloroplast development or determining pigment distribution has not been reported yet. To gain insight into the molecular mechanism underlying leaf variegation under the control of *BoVl*, we compared the transcriptomes of the green and white sectors in ‘JC007-2B’ and analyzed the DEGs, among which the related pathways of photosynthesis, chloroplast development and energy metabolism were significantly enriched in the white sectors, and relevant genes were almost down-regulated. These results contribute to uncovering the molecular mechanism of variegated leaf formation, and provides new insights for germplasm innovation in ornamental kale breeding.

## 2. Results

### 2.1. Characteristics of the Variegated Leaf Phenotype of ‘JC007-2B’

The natural variegated leaf mutant ‘JC007-2B’ was initially obtained from the microspore cultured double haploid population of ‘Osaka red’. The leaves of the mutant began to turn color in response to low temperature, and thereafter, the white color of its inner leaves was gradually rendered with the decrease in environmental temperature. Along with the plant growth, the whole plant was featured by the variegated leaf phenotype with white leaf centers and green leaf margins (Figure 1a), which was long-lasting for the whole ornamental stage (Figure 1c–e). Unlike the intermediate phenotype in common white-leaf kale (Figure 1b), the variegated leaf phenotype of ‘JC007-2B’ would not disappear, which is of excellent ornamental value.

### 2.2. The Variegated Leaf of ‘JC007-2B’ Displayed Abnormal Pigment Accumulation

To detect the physiological change in leaf color, we firstly measured total chlorophyll (Chl), chlorophyll *a* (Chl *a*), chlorophyll b (Chl *b*) and carotenoid (Car) content at different stages. As depicted in Figure 2, the total Chl, Chl *a*, Chl *b* and Car content reached the lowest at S2, whereafter it increased at S3, but the content was still lower than that at S1. The ratio of Chl *a*/Chl *b* was also calculated at three stages, which was higher at S2 and S3, indicating that the content of antenna pigments (Chl *b*) decreased to a level lower than that of the reaction center chlorophyll (Chl *a*). Subsequently, we measured Chl, Chl *a*, Chl *b* and Car content in the white and green region at S3, respectively. It turned out that the Chl, Chl *a*, Chl *b* and Car content in the white sectors at S3 were remarkably lower than that in the green leaves (Figure 3). This result suggested chlorophyll biosynthesis in the white region of leaves was disrupted during the plant growth.

### 2.3. Chloroplast Morphology Was Defective in the Variegated Leaf of ‘JC007-2B’

To examine if chlorophyll loss gave rise to the developmental abnormality in chloroplast, chloroplast ultrastructure in S3_C and S3_S sectors were inspected by TEM. The chloroplast and cell wall structures in the green sectors of S3 leaves were clear, the thylakoids and grana lamellae were well developed, and the latter were arranged systematically (Figure 4a). By contrast, the chloroplasts in the white sectors of S3 leaves contained osmiophilic granules, and there were fewer thylakoids and grana lamellae, as well as the membrane structures in chloroplast could not be clearly distinguished (Figure 4b). These results indicated that the chloroplast development of the white sections in variegated leaf was abnormal, which might affect the photosynthesis, in turn, causing the variegated leaf.

### 2.4. The Variegated Leaf Phenotype of ‘JC007-2B’ Was Controlled by a Pair of Dominant Nuclear Gene

For identifying the inheritance of variegated leaf trait, the ‘JC007-2B’ (variegated leaf) was crossed with the ‘BS’ (green leaf) to generate two F_1_ populations (Figure 1a, b). The phenotype of all F_1_ individuals exhibited variegated leaf trait, indicating the variegated leaf trait was controlled by dominant nuclear genes (Table 1). The F_2_ populations were obtained by selfing the F_1_ plants, while the BC_1_ populations were obtained by crossed with F_1_ populations and two parents. A total of 117 plants of F_2_ population were obtained, including 90 individuals with variegated leaves and 27 individuals with green leaves. The chi-square test showed that the segregation ratio (3.33: 1) of the mutant trait conformed to the Mendelian segregation ratio of 3:1 (χ^2^ = 0.17 < χ^2^_0.05,1_ = 3.84). In addition, a total of 11 plants of the 24 plants from BC_1_ population ((P1 × P2) × P2) possessed the variegated leaf trait, which obeyed the Mendelian segregation ratio of 1:1 (χ^2^ = 0.17 < χ^2^_0.05,1_ = 3.84). Collectively, these results demonstrated that the variegated leaf trait was controlled by the dominant nuclear gene, *BoVl*.

### 2.5. Primary Mapping of the BoVl Gene via BSR-Seq Analysis

RNA of the variegated leaves and green leaves of F_2_ populations were applied to construct two pools, Var pool (variegated leaves) and CK pool (green leaves), and the two pools were sequenced to perform BSR-seq analysis. A total of 49,679,016 and 46,659,032 clean reads were acquired from Var pool and CK pool, and the data were used for further analysis (Table 2). The Q20 of the two pools were 97.80% and 97.75%, and the Q30 of the two pools were 94.16% and 94.06%, respectively. The SNV analysis were performed to calculate the ED^5^ value. According to the top 1% SNV locus, *BoVl* was mapped to three regions on C03 and C09 (Table 3, Figure 5a).

### 2.6. Fine Mapping of the BoVl Using Genome Sequence Data

Based on the preliminary mapping result via BSR-seq, we developed 90 SSR markers distributed on the two chromosomes to verify the accuracy of preliminary positioning results and, further, to narrow the location interval and refine the position of *BoVl*. Among the markers, seven SSR markers exhibited significant polymorphism between two parents. Two hundred green leaf F_2_ individuals were selected to confirm whether the markers were linked to *BoVl*. As a result, Q1S12 and Q1S65, which were around the first region on C03, were linked with *BoVl*. Then, 1331 green leaf individuals were selected for fine mapping, and the results showed that Q1S65 and Q1S12 were linked to *BoVl* at a genetic distance of 1.54 cM and 3.23 cM, respectively (Figure 5b). SSR and Indel markers were developed within the mapping region according to the genome sequence from database and re-sequencing data of two parents. Four markers (Q1S14, Q3I-8, Q3I-15 and Q1S16) were linked to *BoVl*. Among them, Q1S14 and Q3I-8 were on the same side as Q1S12, at a distance of 1.96 and 0.08 cM from *BoVl*, respectively, while Q3I-15 and Q1S16 were on the other side at a distance of 0.04 and 0.42 cM from *BoVl*. The physical distance between the two closest markers was 6.74 Kb, and the region contained three genes, namely *Bo3g002070*, *Bo3g002080* and *Bo3g002090*.

### 2.7. Analysis of the Candidate Genes for BoVl

Based on the results above, the function of homologous *Arabidopsis* genes to the three candidate genes was referred and analyzed. *Bo3g002070*, encoding a ubiquitin-protein ligase, contains a HECT domain and is homologous to the *AT5G02840* in *Arabidopsis*. *AT5G02840* encodes REV4, a homolog of the circadian rhythm regulator RVE8. The rev4rev6rev8 triple mutant showed an extremely long circadian, and the evening-phased clock genes expression level were reduced. The gene also involved in heat shock response and cold response. *Bo3g002080* encodes a hydroxyproline-rich glycoprotein family protein and is homologous to *AT5G02850* (*AtMED4*), a member of a conserved multi-subunit complex (MEDIATOR) that links transcription factors and RNA polymerase II, and promotes transcription. *Bo3g002090* encodes a ribosomal protein L4 family protein and is homologous to *AT5G02870*, a member of ribosomal protein. The gene had been reported to be involved in leaf development, plant growth and stress tolerance. Yet, no study has reported that any of these three genes are involved in the formation of variegated leaves.

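The deposited RNA-seq expression table describes *Bo3g002070* as Protein REVEILLE 4, projected from *AT5G02840*. It describes *Bo3g002080* as a hydroxyproline-rich glycoprotein family protein projected from *AT5G02850* and annotates it to the mediator complex. *Bo3g002090* has no description there, and its values come from an assembled transcript that carries the gene's name but no reference transcript, so they are uncertain. The table gives FPKM (fragments mapped to a gene, normalized for transcript length and for the total of the library) in 3 libraries of the green margin (S3_S) and 3 of the white center (S3_C) of leaves at the variegated leaf stage. *Bo3g002070* was at 11.1 ± 2.74 FPKM (SD, n = 3) in S3_S and 7.57 ± 2.56 FPKM (SD, n = 3) in S3_C, with overlapping libraries. *Bo3g002090* was at 0.437 ± 0.324 FPKM in S3_S and 0.287 ± 0.337 FPKM in S3_C, a difference smaller than the spread between replicates. *Bo3g002080* had low values in all of them, 0.567 ± 0.157 FPKM in S3_S and 0.171 ± 0.0627 FPKM in S3_C, and each S3_S library lay above each S3_C library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold changes of S3_S over S3_C, taken on log2(FPKM + 1), were 0.52 for *Bo3g002070* (adjusted p = 0.298 from limma), 0.42 for *Bo3g002080* (adjusted p = 0.0743 from limma) and 0.16 for *Bo3g002090* (adjusted p = 0.701 from limma). In this limma fit 0 of the 3 had an adjusted p under 0.05 over all genes tested, and 1, *Bo3g002080*, when adjusted over the list alone. Over the alternatives that use limma, which leave out the linear models, the adjusted p of *Bo3g002080* was 0.0197 to 0.225. *Bo3g002080* met the paper's threshold for differential expression, an unadjusted p under 0.05 with an absolute log2 fold change over 1, under a pseudocount of 0.1 (log2 fold change 1.30), and under a linear model without covariate that took the ratio of the group means, 3.32.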

Primers were designed according to the genome sequence and were used to clone the full gene length of the three genes in the mapping parents. The results showed that the gene sequences of *Bo3g002070* and *Bo3g002090* of ‘JC007-2B’ were different to those of ‘BS’, but the differences were all the same to those of the reference genome sequence from non-variegated phenotype cabbage (Figures S1 and S2). The full length of *Bo3g002080* is 972 bp, which contains two exons and one intron. A sequence alignment of two mapping parents showed that there existed two base substitutions and a base insertion on exon 2, and the gene sequence of ‘BS’ was same as those of the reference genome sequence (Figure 5c and Figure S3a). The gene sequence of *Bo3g002080* of ‘JC007-2B’ can translate 679 amino acids (aa). The conserved domain was located on the 6th–143rd aa, and the base substitution on the 395th (G→A) changed the 132nd aa from Arg to Lys. In addition, the base insertion (C) on exon 2 led to a frameshift mutation resulting in only 194 aa being translated (Figure S3b). These results revealed that *Bo3g002080* is likely to be the candidate gene for *BoVl*.

### 2.8. Bo3g002080 Was the Putative Candidate Gene for BoVl

To further verify the hypothesis, the genome sequence of *Bo3g002080* was amplified from five recombinant individuals between the two most closely linked markers: Q3I-8 and Q3I-15. Sequence alignment results showed that the fragment lengths of all recombinant plants in F_2_ population were consistent with that of ‘BS’ (Figure S4a). We also cloned the *Bo3g002080* gene sequence from the non-variegated leaf phenotype kale plants and the DH line plants derived from the same origin as ‘JC007-2B’; the results showed that the gene sequences from non-variegated leaf phenotype kale were identical with that of ‘BS’, while the gene sequences of the DH line plants were same as that of ‘JC007-2B’ (Figure S4b). These results further confirmed that the mutation locus in *Bo3g002080* shared a consistency in variegated leaf kale lines, which was the putative candidate gene for the *BoVl* gene conferring the variegated leaf phenotype.

In addition, the expression pattern of *Bo3g002080* was detected in different tissues from ‘JC007-2B’, including roots, leaves, stems and pods. The results showed that *Bo3g002080* were expressed at highest level in the leaves, which was 209 time higher than that in roots (Figure 6a). We further examined the expression level of *Bo3g002080* at three development stages. As shown in Figure 6b, the expression level of *Bo3g002080* in ‘JC007-2B’ at S2 reached the highest, and the expression level was 2158.85-fold higher than that at S1. Collectively, these results strongly reflected that *Bo3g002080* was the most likely candidate gene for *BoVl*.

### 2.9. Hydrophobicity and Protein Structure Analyses

The conserved domain of *Bo3g002080* encoded protein in ‘BS’ and ‘JC007-2B’ was analyzed by PHMMER. It showed that the conserved domain, Vitamin-D-receptor-interacting Mediator subunit 4, was located between the 6th–143rd aa of ‘JC007-2B’, in which the mutation site in the 132nd aa happened to be located within the conserved domain (Figure S5a). The protein hydrophobicity was analyzed between ‘JC007-2B’ and ‘BS’ by ProtScale, which turned to hydrophilic protein in ‘JC007-2B’ (Figure S5b). The secondary structure of ‘JC007-2B’ and ‘BS’ was predicted by SOPMA software, and both proteins were composed of α-helix, β-sheet, random coil and extended chain. However, the protein in ‘JC007-2B’ had shorter random coils and longer helixes than that in ‘BS’ (Figure S5c). The results of tertiary structure analysis were similar to those of secondary structure analysis (Figure S5d). We further constructed a phylogenetic tree to analyze the evolutionary relationship between the two proteins and the proteins from other species. The results showed that the two proteins were closely related to the proteins from *Arabidopsis*. It also has a close genetic relationship with cruciferous plants such as white mustard, cauliflower, *Brassica napus*, purslane, Chinese cabbage and turnip protein (Figure S5e).

### 2.10. Comparative Transcriptome Analysis between S3_S and S3_C

#### 2.10.1. The GO and KEGG Analysis of S3_S vs. S3_C

To probe the potential molecular mechanism of the formation of variegated leaf phenotype of the ‘JC007-2B’, comparative transcriptome analysis was performed between the green margin (S3_S) and white center (S3_C) of ‘JC007-2B’. 

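For the variegated leaf stage, 3 biological replicates of the green margin and 3 of the white center were sequenced on an Illumina instrument as paired-end libraries of poly(A) RNA. The deposited table also holds 3 libraries of leaves at the green leaf stage (S1) and 3 at the albino stage (S2), which makes 12 libraries in 4 groups. The authors removed reads of low quality and aligned the others with HISAT to the *B. oleracea* genome of Ensembl Plants release 38, with up to 2 mismatches and up to 20 alignments per read. They assembled transcripts with StringTie, merged the assemblies and calculated FPKM per gene, which corrects for transcript length and for the total of each library. Reads that align to several near-identical copies of a gene can be split between them, so values of members of gene families are uncertain. The table has 45325 genes, of which 35123 carry identifiers of the assembler and 10172 those of the reference. Read counts were not analysed here. The FPKM of a library summed to between 429278 and 444398 in S3_S (median 436735) and to between 430937 and 435919 in S3_C (median 432946), and such sums do not show depth. Relative depth was read from the steps between the lowest values of genes with a single transcript, with the first S1 library set to 1. It was 0.902 to 1.20 in S3_S (median 1.13) and 1.17 to 1.35 in S3_C (median 1.25), so the S3_C libraries were on the whole slightly deeper, with overlap between the groups. The 42625 genes above 0 in at least 1 of the 6 S3 libraries were tested with limma on log2(FPKM + 1), without further scaling between libraries. Fold changes on this scale understate the change of genes with low FPKM. A gene was counted as past the threshold with an unadjusted p under 0.05 and an absolute log2 fold change over 1, as in the methods of the paper, and Benjamini-Hochberg adjusted p-values over all genes tested are given beside it. The scale of the values matters for the direction of changes. The median log2 fold change of the 25054 genes with a mean of at least 1 FPKM was −0.32 for the values as deposited, 0.00 after median-of-ratios scaling between libraries and −0.06 after quantile normalization. The exact permutation test of 3 libraries against 3 gives no p under 0.1 for a single gene.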

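Across the 45325 genes of the table, the Pearson correlation of FPKM between libraries of the same tissue was 0.854 to 0.971 among the S3_S libraries (mean 0.897) and 0.894 to 0.952 among the S3_C libraries (mean 0.924). Between a green margin and a white center library it was 0.507 to 0.753 (mean 0.646), below every value within a tissue. These are correlations across genes, which are not independent replicates, and on the linear scale they rest on the genes with the highest FPKM. On log2(FPKM + 1) the correlation between the tissues rose to a mean of 0.912, with a range of 0.883 to 0.932. The 100 genes with the highest FPKM took 19.0% to 22.3% of the sum in the S3_S libraries (median 21.0%) and 11.8% to 14.7% in the S3_C libraries (median 12.5%). Between 35020 and 35477 genes were above 0 FPKM in an S3_S library and between 36554 and 36992 in an S3_C library.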

A total of 291.18 million valid reads were generated (Table S1), from which approximately 88% (88.41–89.48%) of those were mapped to the *B. oleracea* genomes for expression analysis (Table S2, Figure 7a). 

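Between the green margin and the white center, 3358 of the genes tested passed the threshold, 1140 of them higher in S3_S and 2218 lower. An adjusted p under 0.05 was reached by 1598 genes, 600 of them higher in S3_S, and 1105 of the 1598 also had an absolute log2 fold change over 1. With the replicate number as a block in the model, the genes with an adjusted p under 0.05 fell to 394. They also depended on single libraries, with 2 such genes without the first S3_C library, 10 without the third S3_S library, 17 without the second S3_C library, 99 without the second S3_S library, 933 without the first S3_S library and 1092 without the third S3_C library. The balance between the directions depended on the scale. Of the genes past the threshold, 33.9% were higher in S3_S for FPKM as deposited, 66.0% after median-of-ratios scaling and 60.5% when the values were brought to a common distribution, and both scalings assume that most genes do not change. A smaller pseudocount of 0.1 gave 6803 genes past the threshold. By ratio the number moved most in a linear model per gene with a library-size covariate, as Ballgown fits it, which had 1030 genes past the threshold, 595 of them with a positive coefficient for S3_S, and 235 of the 1030 were also among the 3358. The covariate was higher in each S3_C library than in each S3_S library, so the coefficients of this model rest on an extrapolation. Among genes whose libraries do not overlap between the tissues, the largest increase in S3_S was found for *Bo5g155090*, described as a beta carbonic anhydrase, 1 of 18 genes described as carbonic anhydrases. It had 1219 ± 842 FPKM (SD, n = 3) in S3_S and 0.531 ± 0.105 FPKM in S3_C, with a log2 fold change of 9.30 (standard error 0.64, adjusted p = 0.0127 from limma). It was followed by *CA2* (*Bo2g012160*), *Bo8g089540*, which has no GO annotation, with 172 ± 30.3 FPKM in S3_S and a log2 fold change of 7.29 (adjusted p = 0.000423 from limma), a gene spanning *Bo4g137140* and *Bo4g137150* annotated to ribulose-bisphosphate carboxylase activity, with a log2 fold change of 6.97, and *Bo1g039700*, annotated to superoxide dismutase activity, with 5.53. The largest decrease was that of *Bo7g114510*, which is listed at 0 in the 3 S3_S libraries and was at 25.9 ± 4.00 FPKM in S3_C. *Bo5g027410*, *Bo8g099460*, *Bo8g067730* and *Bo3g009970* followed with log2 fold changes of −4.59, −4.24, −4.08 and −3.89, and the name *Bo3g009970* stands on a second assembled gene as well. Their adjusted p-values were 0.0276, 0.0557, 0.133 and 0.0520 in limma, and with the replicate block those of *Bo5g027410*, *Bo8g099460* and *Bo3g009970* were 0.0537, 0.0499 and 0.0438. *Bo8g067730* missed the threshold in 4 of the 6 fits that each left out 1 library. In the model with the library-size covariate *CA2*, *Bo8g089540* and *Bo7g114510* also passed the threshold and the other genes named here did not, and the coefficients of *Bo8g067730* and *Bo3g009970* were positive (6.04 and 1.53).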

A total of 1033 DEGs were identified between the white centers and the green margins, and 596 of them were upregulated in the S3_S (Figure 7b), whereafter the DEGs were assigned to 108 GO terms in three categories (Figure 7c). The terms associated with the chloroplast, plastid development, and photosynthesis/photosystem were sorted out and were aligned to the reference canonical pathways in the KEGG database (Figure 7c). 

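Each GO term was tested with a one-sided hypergeometric test, equal to Fisher's exact test, over the 21226 tested genes that carry a GO term, of which 1870 passed the threshold. Among 4111 terms, 28 had a Bonferroni adjusted p of at most 0.05 and 216 an unadjusted p of at most 0.05. The number of terms moved most with the genes of the model with the library-size covariate and the fold change taken from mean FPKM, which left 2 terms after Bonferroni correction and 83 before it. The term photosynthesis had the lowest p, with 63 of its 108 genes past the threshold (exact test, Bonferroni adjusted p = 5.74e-35), 61 of them higher in S3_S. The chloroplast term held 182 of 778 genes (exact test, Bonferroni adjusted p = 3.12e-32), of which 154 were higher and 28 lower in S3_S, and the plastid term 48 of 217 genes, of which 40 were higher. In photosystem II 38 of 58 genes passed, and in photosystem I 30 of 38, with 1 of the latter lower in S3_S. Under median-of-ratios scaling the chloroplast term held 232 genes past the threshold, 224 of them higher in S3_S. The terms were not limited to the chloroplast. Of the 88 genes of the auxin-activated signaling pathway, 30 passed the threshold and each of them was lower in S3_S (exact test, Bonferroni adjusted p = 1.37e-07). After that scaling 17 genes of the pathway passed, again each lower in S3_S, but the term was not enriched among all genes past the threshold (exact test, Bonferroni adjusted p = 0.367), only among those lower in S3_S (exact test, Bonferroni adjusted p = 1.39e-07). With the library-size covariate 0 of its genes passed, where 1964 of all genes tested had an unadjusted p under 0.05. The 4 terms left after Bonferroni correction in that model were photosynthesis, photosystem I, photosystem II and protein-chromophore linkage. Genes within a term are expressed together, which the hypergeometric test does not take into account.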

The KEGG analysis displayed that DEGs were enriched significantly in nine pathways, with the most differentially expressed genes in ‘Amino sugar and nucleotide sugar metabolism’ (7), ‘Glycolysis/Gluconeogenesis’ (7) and ‘Photosynthesis’ (6), as well as the DEGs related to chloroplast development were up-regulated (Figure 7d).

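The same test over the 4416 tested genes with a KEGG pathway, of which 460 passed the threshold, gave 6 of 136 pathways with a Bonferroni adjusted p of at most 0.05 and 19 with an unadjusted p of at most 0.05. Photosynthesis had 27 of its 36 genes past the threshold, each higher in S3_S (exact test, Bonferroni adjusted p = 7.79e-18), and photosynthesis-antenna proteins had 15 of 17, again each higher in S3_S. Carbon fixation in photosynthetic organisms followed with 33 of 78 genes, 26 of them higher in S3_S, and glyoxylate and dicarboxylate metabolism with 33 of 83 genes, 25 of them higher. Glycine, serine and threonine metabolism had 22 of 74 genes, and glucosinolate biosynthesis 8 of 15, of which 7 were lower in S3_S. After median-of-ratios scaling the latter had 6 genes and was not enriched (exact test, Bonferroni adjusted p = 0.102), except among the genes lower in S3_S (exact test, Bonferroni adjusted p = 0.00466). Porphyrin and chlorophyll metabolism had 9 of 52 genes, each higher in S3_S (exact test, unadjusted p = 0.0858, and Bonferroni adjusted p = 0.0197 among higher genes). After that scaling it had 16 genes and was enriched (exact test, Bonferroni adjusted p = 0.000252), as was peroxisome (exact test, Bonferroni adjusted p = 0.0266). Glycolysis/gluconeogenesis had 27 of 141 genes past the threshold, 9 of them higher in S3_S (exact test, unadjusted p = 0.00113, Bonferroni adjusted p = 0.153). This balance turned after median-of-ratios scaling, with 13 of 19 higher. Plant hormone signal transduction had the most genes of all pathways with a low p, 41 of 282, and 39 of them were lower in S3_S. Most of all alternatives, the linear model with the covariate changed the pathways: with its genes 1 pathway was found after Bonferroni correction and 9 before it, and 3 of these 9 were among the 19. In that model photosynthesis held 6 genes past the threshold, glycolysis/gluconeogenesis 7, and amino sugar and nucleotide sugar metabolism 7, against 12 in the limma test.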

#### 2.10.2. Relevant DEGs of Leaf Variegation and the Validation by qRT-PCR

Considering that chloroplast is a crucial organelle containing chlorophyll for photosynthesis and is composed of three parts: chloroplast envelope, stroma and thylakoid, we put emphases on the photosynthesis and chloroplast-related pathways that were functionally closely associated with variegated leaf formation. 

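Of the 15 photosynthesis genes drawn in Fig. 8a, 12 passed the threshold, each higher in S3_S. The libraries of 14 did not overlap between the tissues. Chance gives 10% for genes that do not differ between the tissues and were not chosen on these libraries. The share over all genes tested was not calculated, and 10776 of these 42625 genes had an unadjusted p under 0.05 in limma. An adjusted p under 0.05 was reached by 10 of the 15 genes over all genes tested and by 12 when adjusted over the list alone. Since the list was chosen on these libraries, the latter is not independent evidence. With the replicate block the 10 became 7, without *PsaE*, *PsbO* and *CP24* (adjusted p = 0.0525, 0.0537 and 0.0576 from limma). The median log2 fold change of the list was 2.35, and 2.74 after median-of-ratios scaling. The highest FPKM was that of *LHCA4* (*Bo3g134510*), with 1913 ± 148 FPKM (SD, n = 3) in S3_S and 448 ± 51.1 FPKM in S3_C. Its log2 fold change was 2.10 (standard error 0.76, adjusted p = 0.157 from limma, and 0.00547 to 0.451 over the alternatives that use limma). It stayed past the threshold in 2 of the 6 fits that each left out 1 library, and was no longer past it after quantile normalization or with the replicate block (adjusted p = 0.184 from limma), which left 11 genes of the list. *LHCB4.1* (*Bo2g001220*) had 1274 ± 26.0 FPKM in S3_S and 294 ± 41.9 FPKM in S3_C, with a log2 fold change of 2.12 (adjusted p = 0.0791 from limma). *CP24* (*Bo8g105860*) was at 700 ± 108 FPKM in S3_S against 128 ± 8.60 FPKM in S3_C. *PsaE* (*Bo8g054500*) was at 487 ± 78.0 FPKM against values of 93.5 to 94.4 FPKM in the 3 S3_C libraries, *PsbO* (*Bo9g021880*) at 463 ± 19.7 against 97.7 ± 15.6 FPKM, and *PsbP* (*Bo8g114480*), whose name stands on 2 assembled genes, at 371 ± 21.6 against 44.8 ± 9.00 FPKM. The log2 fold changes of these 4 genes were 2.44, 2.35, 2.25 and 3.04. The *PsaN* gene *Bo3g102750* was at 413 ± 52.5 against 61.8 ± 2.65 FPKM (log2 fold change 2.71) and the *PsaN* gene *Bo9g017950* at 49.3 ± 16.3 against 0.734 ± 0.313 FPKM (log2 fold change 4.83). *LHCB6* (*Bo8g066580*) had a log2 fold change of 3.31, *2Fe-2S* (*Bo6g113050*) of 1.34, and *PsbQ* (*Bo1g158910*) of 5.07, the largest of the list (standard error 0.20, adjusted p = 0.00412 from limma). *CP47* (*Bo3g155600*) is listed at 0 in the 3 S3_C libraries and was at 16.3 ± 2.08 FPKM in S3_S. It is also listed at 0 in the 3 libraries of green S1 leaves, so a value of 0 for this gene does not mark white tissue. *PHYC* (*Bo6g056310*), *Cab* (*Bo5g082740*) and *PETD* (*Bo8g030510*) did not pass the threshold, with log2 fold changes of −0.45, −0.52 and −0.07 and adjusted p-values of 0.282, 0.223 and 0.913 from limma. These 3 genes passed it in the linear model with the library-size covariate, where the coefficient of *PETD* was 3.00, opposite in sign to the difference of its means, and its FPKM of 0.372 ± 0.645 in S3_S came from a single library.

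**Figure D1:**
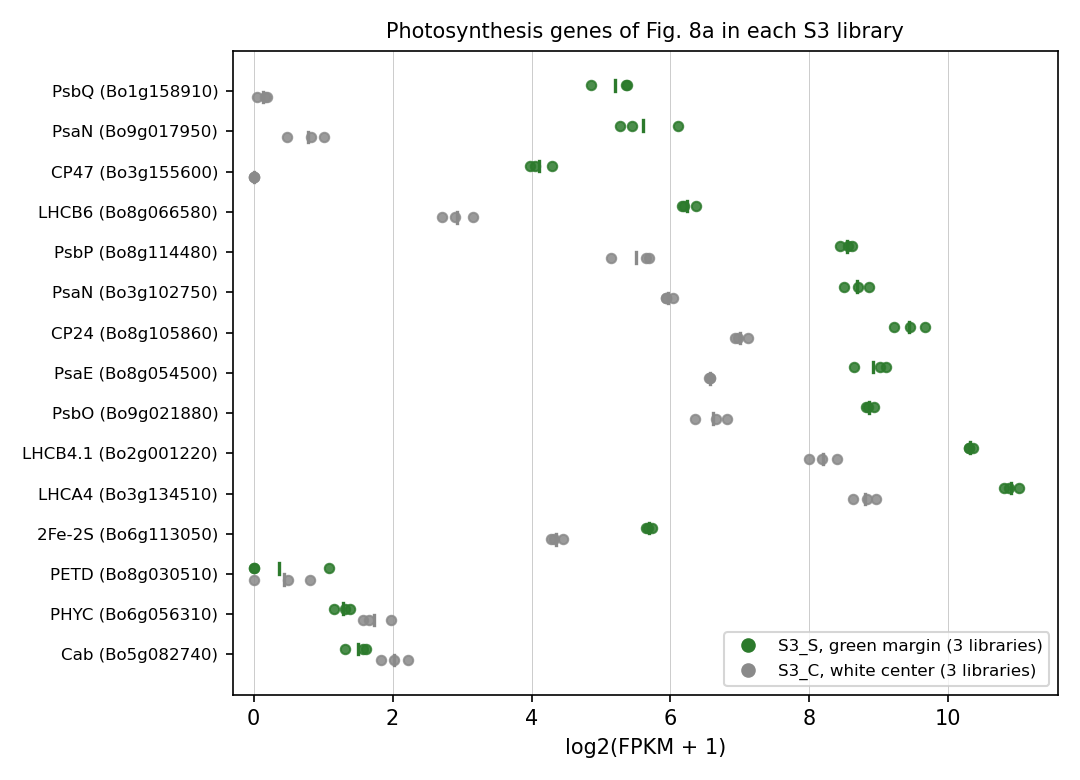
Expression of the 15 photosynthesis genes of Fig. 8a in each S3 library, as log2(FPKM + 1) on the horizontal axis. Each dot is 1 library, green for the 3 S3_S and grey for the 3 S3_C libraries, and the ticks mark the group means. The S3_S dots lie to the right of the S3_C dots for 12 genes, to their left for *PHYC* and *Cab*, and overlap for *PETD*.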

Based on the GO and KEGG analysis, we concluded 15 genes involved in photosynthesis-antenna proteins and photosynthesis were denoted as DEGs, including *PsaE* (*Bo8g054500*), *PsaN* (*Bo9g017950* and *Bo3g102750*), *PsbO* (*Bo9g021880*), *PsbP* (*Bo8g114480*), *PsbQ* (*Bo1g158910*), *CP47* (*Bo3g155600*), *Cab* (*Bo5g082740*), *2Fe-2S* (*Bo6g113050*), *CP24* (*Bo8g105860*), *LHCA4* (*Bo3g134510*), *LHCB4.1* (*Bo2g001220*), *LHCB6* (*Bo8g066580*), *PETD* (*Bo8g030510*) and *PHYC* (*Bo6g056310*), most of which were expressed higher in the green margins (Figure 8a). 

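Fig. 8b draws 24 labels, which match 23 genes of the table because *Bo6g076110* and *Bo6g076120* share 1 assembled gene. Of these 23 genes, 11 passed the threshold in limma. Those not already given for the photosynthesis pathways were *CA2* (*Bo2g012160*), *Bo3g149690*, *Bo6g076660*, *Bo7g074030* and *CHL* (*Bo3g113850*). *CA2*, a carbonic anhydrase gene, was at 295 ± 169 FPKM (SD, n = 3) in S3_S and 0.571 ± 0.206 FPKM in S3_C, with a log2 fold change of 7.42 (adjusted p = 0.00661 from limma). *Bo3g149690*, annotated as a fructose-bisphosphate aldolase of the chloroplast and named on 2 assembled genes, was at 890 ± 80.9 against 86.4 ± 18.9 FPKM. *Bo6g076660*, annotated to the chloroplast thylakoid, was at 83.1 ± 11.5 against 21.7 ± 1.28 FPKM, and *Bo7g074030*, a transporter of the chloroplast membrane, at 699 ± 75.9 against 292 ± 36.9 FPKM. *CHL* was at 23.3 ± 8.84 against 10.1 ± 1.78 FPKM, with a log2 fold change of 1.08 (adjusted p = 0.0870 from limma). *Bo7g074030* stayed past the threshold in 2 and *CHL* in 4 of the 6 fits that each left out 1 library. *NDHD* (*Bo9g097270*) is listed at 0 in the 3 S3_C libraries and in 2 of the S3_S libraries, and its adjusted p was 0.498 in limma. Among the genes that did not pass, *Bo3g004920*, whose name stands on 2 assembled genes, had a log2 fold change of 0.86 with the lowest adjusted p, 0.0319 in limma and 0.0640 with the replicate block. It passed the threshold after median-of-ratios scaling with a log2 fold change of 1.21. So did *Bo4g078330*, at 1.50 after that scaling against 1.20 before it.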

Twenty-three DEGs mainly involved in chloroplast structures and activities were detected and so too were eleven of the DEGs: *CP47* (*Bo3g155600*), *Cab* (*Bo5g082740*), *2Fe-2S* (*Bo6g113050*), *CP24* (*Bo8g105860*), *CA2* (*Bo2g012160*), *CHL* (*Bo3g113850*), *LHCA4* (*Bo3g134510*), *LHCB4.1* (*Bo2g001220*), *LHCB6* (*Bo8g066580*), *NDHD* (*Bo9g097270*) and *PETD* (*Bo8g030510*) were involved in the formation of chloroplast thylakoid membrane. 

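Each of the 11 genes of Fig. 8b past the threshold was higher in S3_S. Without regard to the threshold, 19 of the 23 genes had a positive log2 fold change, and the same number after median-of-ratios scaling, with a median of 1.08 and of 1.44. The libraries of the tissues did not overlap for 19 genes. The chance share of 10% holds for genes without a difference between the tissues that were not chosen on these libraries. The share over all genes tested was not calculated. Over all genes tested 8 of the 23 had an adjusted p under 0.05, 6 with the replicate block, and 12 when adjusted over the list alone, which is not independent evidence for a list chosen on these libraries. The 12 genes not past the threshold had log2 fold changes between −0.56 (*ATTRX3*) and 1.20, and 3 of them had a mean under 1 FPKM. With the library-size covariate in the model, 22 genes passed, 18 of them with a positive coefficient. Without the second S3_S library 8 genes passed, and 10 with the replicate block, which *LHCA4* did not pass.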

More than half of these DEGs involved in chloroplast tissue were expressed higher in the green margins (Figure 8b). We also focused on the genes related to chlorophyll biosynthesis and carotenoid biosynthesis in accordance with the lower level of photosynthetic pigments content in ‘JC007-2B’ white sectors at S3. 

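The chlorophyll biosynthesis genes of Fig. 8c all matched a gene of the table, 17 in number, and 6 of them passed the threshold. *GUN5* was at 89.0 ± 51.8 FPKM (SD, n = 3) in S3_S and 19.3 ± 5.05 FPKM in S3_C, with a log2 fold change of 2.03 (standard error 0.42, adjusted p = 0.0577 from limma). The genes *Bo8g091280* and *Bo6g072440*, annotated to magnesium-protoporphyrin IX monomethyl ester cyclase activity, had log2 fold changes of 1.92 and 1.55, with adjusted p-values of 0.0220 and 0.0333 from limma. The geranylgeranyl reductase genes *Bo6g118780* and *Bo2g082130* had log2 fold changes of 1.69 and 1.35 with adjusted p-values of 0.0438 and 0.0238 from limma. *CIP7* was lower in S3_S, at 7.33 ± 3.89 against 17.8 ± 7.83 FPKM, with overlapping libraries and a log2 fold change of −1.21 (adjusted p = 0.168 from limma), and it was no longer past the threshold after median-of-ratios scaling (log2 fold change −0.86), while its coefficient in the linear model with the library-size covariate was 1.71. The other 11 genes lay between −1.31 (*CHLI2*) and 0.87 (*ALB1*). Of the 17 genes, 13 had a positive log2 fold change, also after that scaling, which brought the number past the threshold to 8. An adjusted p under 0.05 was reached by 4 genes over all genes tested and by 6 when adjusted over the list alone. With the replicate block it was reached by 2 over all genes tested, as those of *Bo6g072440* and *Bo6g118780* rose to 0.0609 and 0.0646 in limma. Of the genes of Fig. 8c and of Fig. 8d, 0 passed with that covariate, where 1964 of all genes tested had an unadjusted p under 0.05. Fig. 8d draws 29 labels of carotenoid biosynthesis genes, and 2 of them passed the threshold. *Bo9g161470*, annotated as a squalene synthase, was at 22.9 ± 3.81 against 3.98 ± 1.98 FPKM, with a log2 fold change of 2.32 (standard error 0.31, adjusted p = 0.0275 from limma). *Bo1g040420* had a log2 fold change of 1.19 (adjusted p = 0.159 from limma). It passed in 1 of the 6 fits that each left out 1 library, and its coefficient was −0.60 with the library-size covariate. The number of genes past the threshold was 1 without any single S3_S library or without S3_C replicate 1 or 2, and 4 without S3_C replicate 3. The median log2 fold change of the 29 genes was 0.02, with 15 positive and 12 at a mean under 1 FPKM. After median-of-ratios scaling it was 0.26, with 17 positive. Over all genes tested, as well as adjusted over the list alone, 1 gene had an adjusted p under 0.05, *Bo9g161470*. With the replicate block its adjusted p was 0.0583 in limma, which left 0 of the 29 genes, while 12111 of all genes tested had an unadjusted p under 0.05.

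**Figure D2:**
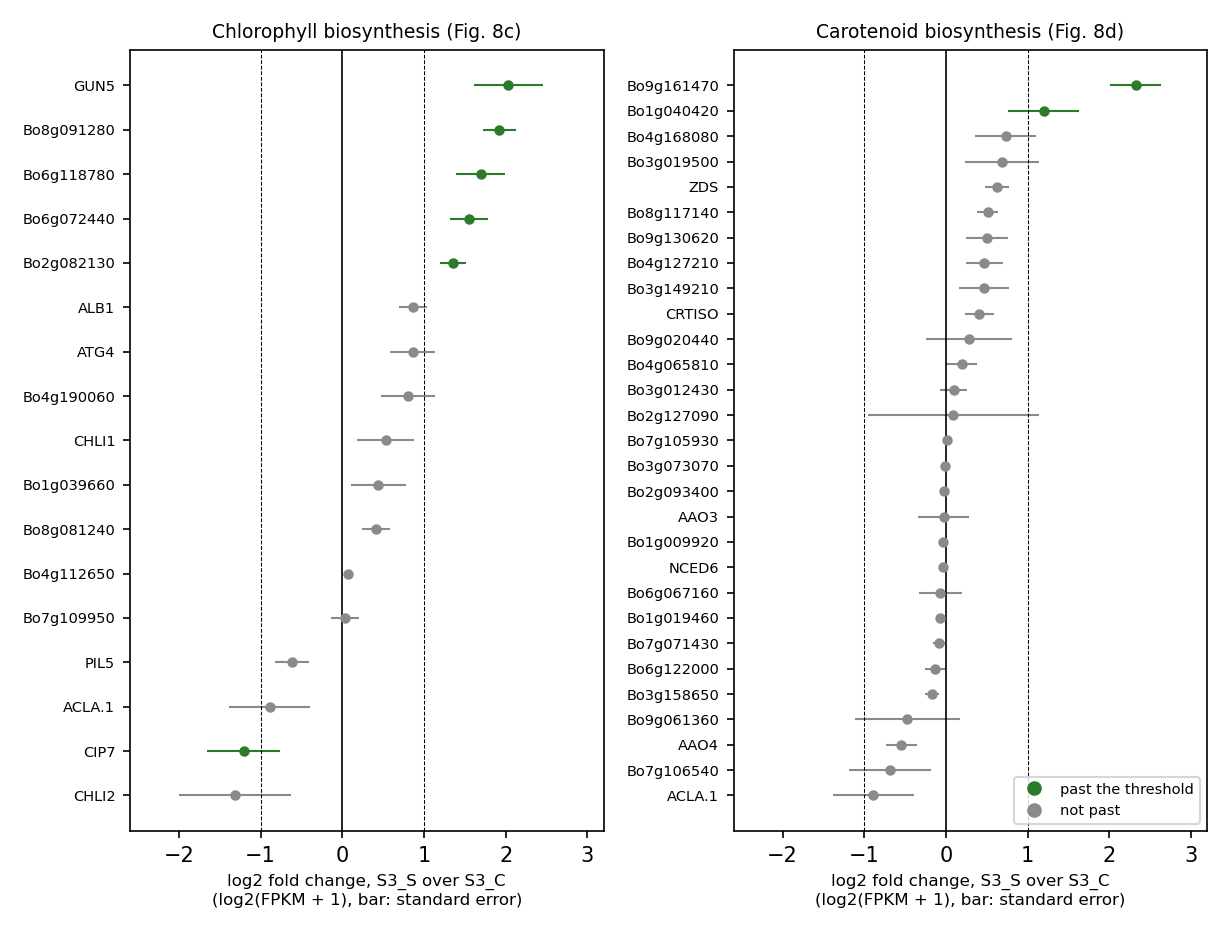
Log2 fold change of S3_S over S3_C on log2(FPKM + 1) for the 17 genes of Fig. 8c (left) and the 29 genes of Fig. 8d (right), from limma with 3 libraries per tissue. Bars are standard errors, green marks genes past the threshold, and dashed lines stand at −1 and 1. The 6 green genes on the left include *CIP7*, which was lower in S3_S, and the 2 on the right are *Bo9g161470* and *Bo1g040420*.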

There were 17 and 28 genes related to chlorophyll and carotenoid biosynthesis, respectively (Figure 8c, d). Among these genes, *ZDS* (*Bo5g146930*) was identified as the DEG. 

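*ZDS*, which encodes ζ-carotene desaturase, was at 29.5 ± 4.18 FPKM (SD, n = 3) in S3_S and 18.7 ± 1.11 FPKM (SD, n = 3) in S3_C, a ratio of means of 1.58. Each S3_S library lay above each S3_C library. The log2 fold change was 0.62 (standard error 0.14, adjusted p = 0.0686 from limma, and 0.0260 to 0.573 over the alternatives that use limma). It stayed below 1 in each of the limma fits, with 1.00, just under the threshold before rounding, after median-of-ratios scaling as the highest. In the linear model with the library-size covariate the coefficient was 1.22, with an unadjusted p of 0.0500, just above the threshold before rounding. *ZDS* met both parts of the threshold in 0 of the 16 settings, while its unadjusted p alone was under 0.05 in limma.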

Combining the function annotations of these DEGs with the abnormal chloroplast development and the reduced photosynthetic pigment contents in S3_C (Figure 2, Figure 3 and Figure 4), it was conjectured that the variegated leaf phenotype arising via *BoVl* (*Bo3g002080*) was closely related to the carotenoid biosynthesis, chloroplast development and photosynthesis pathways. In order to verify the reliability of these DEGs, the expression patterns of nine photosynthesis-related DEGs and another nine randomly selected genes were examined by qRT-PCR. 

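The FPKM of the 9 genes of Fig. 9 separated the tissues without overlap. The chance share of 10% holds for genes that do not differ between the tissues and were not chosen on these libraries. These genes were chosen on them, so the separation is not independent evidence. *PSAO* (*Bo8g112500*) was at 737 ± 47.8 FPKM (SD, n = 3) in S3_S and 133 ± 17.6 FPKM in S3_C, with a log2 fold change of 2.46 (standard error 0.32, adjusted p = 0.0267 from limma). *GLK1* (*Bo7g003410*) was at 38.2 ± 6.46 against 6.59 ± 0.315 FPKM, with a log2 fold change of 2.36 (standard error 0.15, adjusted p = 0.0127 from limma). *LHCB6* was at 74.8 ± 5.79 against 6.67 ± 1.20 FPKM and *PSBQ* at 36.3 ± 7.08 against 0.0986 ± 0.0579 FPKM. *CAD* (*Bo7g116770*) alone was lower in S3_S, at 7.44 ± 2.13 against 15.2 ± 4.22 FPKM. Its log2 fold change of −0.94 (adjusted p = 0.109 from limma) did not pass the threshold, and −1.02 with a pseudocount of 0.1 did. The other 8 genes passed, and 7 of the 9 with the replicate block, through *LHCA4*. Over all genes tested 6 had an adjusted p under 0.05, and 9 when adjusted over the list alone. With the replicate block 4 had, without *PSAO* and *PsaE* (adjusted p = 0.0576 and 0.0525 from limma). The qRT-PCR measurements were not analysed here.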

The gene expression patterns showed similar trends consistent with that observed by RNA-seq analyses (Figure 9 and Figure S6).

## 3. Discussion

Leaf variegation can attach rare appearances and unusual esthetic value to ornamental plants. In recent years, ornamental kale has been widely introduced as a decorative landscape plant around the world because of its attractive leaf color pattern and low-temperature tolerance. In this study, the variegated leaf mutant ‘JC007-2B’ (Figure 1a) and the *BoVl* loci are of great value for breeding *B. oleracea* new varieties. The variegated leaves with white centers and green edges in ‘JC007-2B’ were gradually developed along with the daily mean temperature dropping to roughly 12 °C. Notably, as a novel type of ornamental phenotype in kale, the variegated leaf phenotype in ‘JC007-2B’ would not disappear as the plant growth, which is distinctive from the intermediate phenotype in common white-leaf kale (Figure 1b). Such kinds of mutants in which variegated leaves can be stably inherited and preserved make it possible for artificial selection and the development of new ornamental cultivars. Accordingly, the coloration mechanisms of variegated leaves mutants aroused more interests and have been studied at multiple levels in multiple species [24,25,26,27].

The color variations in green-white variegated leaves were almost accompanied by prominent characteristics of the alterations in chlorophyll and carotenoid contents as well as the abnormality in chloroplast development of the white sectors. Leaf-variegated mutants are thereby regarded as ideal materials for investigating the chloroplast function. Likewise, we determined total chlorophyll, chlorophyll *a*, chlorophyll *b* and carotenoid contents at three development stages, respectively. It was found that these pigment contents reached the maximum at green leaf stage (S1) and the lowest at albino stage (S2), as well as significantly lower in the white sectors (S3_C) than the green sectors (S3_S) at variegated leaf stage (Figure 2 and Figure 3). By observing the ultrastructure of chloroplasts in the green and white areas of variegated leaf, there were abnormal chloroplasts about to collapse in the S3_C rather than structurally clear chloroplasts with highly stacked thylakoids in the S3_S (Figure 4). Similarly, aberrant chloroplasts with loose grana lamellae and indistinct thylakoid membrane structure were also observed in other green-white variegated leaf mutants including *Csvl* of cucumber (*Cucumis sativus* L.), *Hvcmf7* of barley (*Hordeum vulgare*) and white sectors in variegated leaves of milky stripe fig (*Ficus microcarpa*) [28,29,30]. Furthermore, chloroplast is the main place for plant energy transformation, and most of the photosynthetic pigments exist in the thylakoid membrane absorbing light energy through the photosystem for photosynthesis [11,19,20]. The white centers in S3 showed an increase in Chl *a*/Chl *b* ratio opposite to the decreasing trend in each single pigment, which suggested the Chl *b* contents declined to a greater extent. Chl *a*/Chl *b* ratio can reflect the plant utilization rate of light energy, and we speculate that the white leaves might be subjected to a certain degree of light stress. The Chl *b* is only present in the antenna complex and plays an indispensable role in affecting photosynthetic performance [31]. Accordingly, the DEGs involved in photosynthesis-antenna proteins and photosynthesis were identified, most of which were up-regulated and expressed in the green sectors (S3_S). Based on the aforementioned findings, we speculated that the abnormal photosynthetic pigment contents and damaged chloroplast structure in the white centers led to the green-white appearance of variegated leaves in ‘JC007-2B’ at the physiological level.

Currently, relevant studies of variegated leaf formation in other species besides *Arabidopsis* mainly focused on unravelling potential functional pathways and mutant analysis, whereas the genetic models accounting for the variegated leaf phenotype have not been fully identified. In this study, two mapping parents, variegated leaf ornamental kale ‘JC007-2B’ and green-leaf inbred line ‘BS’ of *Brassica oleracea*, were used to map the candidate gene. It was proved that the variegated leaf trait was controlled by a dominant nuclear gene. Genetic mapping of the *BoVl* locus was carried out by BSR seq and molecular markers, which was located in a 6.74 Kb interval of C03, flanked by Q3I-8 and Q3I-15. A total of three genes were detected in the interval. Through sequence alignment, two non-synonymous base substitutions and a base insertion were found in the exon 2 of *Bo3g002080* (Figure 5), which occurs in the 132^nd^ amino acid, within the Vitamin-D-receptor-interacting Mediator subunit 4 conserved domain (Figure S5a). The nucleotide mutation at the *BoVl* locus shared a consistency among the variegated leaf kale lines, indicating that *Bo3g002080* was the most likely candidate gene for *BoVl* (Figure S4).

*Bo3g002080* is homologous to *Arabidopsis MED4* encoding a hydroxyproline-rich glycoprotein family protein, which is a component of the middle module in the mediator, wherein seven proteins that are conserved across evolutionary time and eukaryotes constitute this module [32,33,34,35]. In yeast, MED4 serves as a hub and interacts with all of the other proteins in the middle module [32]. Studies showed that the *Arabidopsis MED4* mutations exhibit the embryonic mortality phenotype, and MED4 can interact with three types of RNA polymerases [36]. Up to now, there are few studies on the function of MED4, and whether MED4 affects chloroplast development remains to be studied. In the future, additional experiments, such as transgenic complementation test, CRISPR/Cas9 and RNAi, are needed to uncover the role of *BoVl* (*Bo3g002080*) in leaf variegation.

Analysis of the differentially expressed genes and related gene regulatory network in variegated leaf formation will facilitate our understanding of the molecular genetic mechanism of kale color pattern and decipher the potential function of *BoVl*. To date, a total of three classic hypotheses were proposed for explaining the intricate mechanism underlying leaf variegation. The first one is that the mutation of chlorophyll and carotenoid biosynthesis or related genes that lead to changes in pigments content, such as *MUTATOR*, *CLOROPLASTOS ALTERADOS*, *GGPS1* and *CRL* mutants [9,11,12,13,14,15]; the second hypotheses is that the mutation of chloroplast developmental genes that lead to anormal chloroplast development therefore indirectly affects pigments synthesis, such as *VARIEGATED 2* (*var2*) and *VARIEGATED 3* (*var3*) mutants [9,10]; the third possibility is that photooxidation, which results from gene deletion or mutation during photosynthetic electron transport, will affect the equilibrium between electron transport and plastid quinone’s redox reaction, leading to defects in chloroplast development, similar to those seen in *im* mutants [11,17]. Likewise, we also observed abnormal chloroplast development and decreased photosynthetic pigments content in the white sector of variegated leaves of ‘JC007-2B’. On the basis of these classic theories and the physiological assays, we put emphases on the photosynthesis, pigments biosynthesis and chloroplast-related pathways and DEGs in the comparative transcriptome analysis. Relevant DEGs related to carotenoid biosynthesis, chloroplast, thylakoid membrane, and photosynthesis were identified between the green margins (S3_S) and the white centers (S3_C) (Figure 7 and Figure 8). Thus, it was speculated that the blockage of carotenoid and chlorophyll biosynthesis resulted in the abnormality of chloroplast development, which ultimately induced the formation of variegated leaves.

Among these DEGs, we only found a gene, *ZDS*, encoding a ζ-carotene desaturase in carotenoid biosynthesis. Carotenoids as a class of natural pigments, were involved in a variety of physiological processes, including coloration, photoprotection, biosynthesis of abscisic acid, and chloroplast biogenesis. In addition, carotenoids play an important role in photoprotection by protecting plants from these oxidative damages [37]. The *Arabidopsis SPC1/ZDS* gene mutation resulted in damaged carotenoid biosynthesis, decreased chlorophyll content, and abnormal chloroplast structure, with a bleached phenotype of leaves. Similarly to the *Arabidopsis im* mutants, they were all subjected to different degrees of photooxidation [20,38]. Therefore, we speculated that the blockage of carotenoid biosynthesis and the decrease in contents might occur in the white region, which in turn could lead to a certain degree of photooxidation damage and abnormal chlorophyll synthesis, thereafter inducing abnormal chloroplast development. In addition, the expression of most DEGs involved in chloroplast thylakoid development and photosynthesis was decreased in S3_C. 

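In the RNA-seq libraries, 70 of the 143 tested genes annotated to the chloroplast thylakoid membrane passed the threshold, and 68 of these were lower in S3_C. Of the 110 genes of the thylakoid term 55 passed, 54 of them lower in S3_C, and of the 73 genes of the chloroplast thylakoid term 42 passed, each lower in S3_C. The Bonferroni adjusted p of the hypergeometric test was 2.09e-32, 1.45e-25 and 3.32e-22 for these 3 terms. After median-of-ratios scaling 82 genes of the thylakoid membrane passed, 81 of them lower in S3_C. With the library-size covariate 11, 10 and 4 genes of these 3 terms passed, and the terms were not enriched (exact test, Bonferroni adjusted p = 1, 0.539 and 1). That covariate separates the tissues (variance inflation of the tissue term 14.1) and can take up their difference. The model therefore cannot show whether the decrease in S3_C depends on library size. From *ZDS* and the mutants of it in *Arabidopsis*, the paper speculates that carotenoid biosynthesis might be blocked in the white region, which could bring some photooxidation damage and abnormal chlorophyll synthesis, and then abnormal chloroplast development. It adds that most of its differentially expressed genes of thylakoid development and photosynthesis were lower in S3_C, and from these points draws a putative pattern of how the variegation forms.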

Gathering up these threads, a putative formation pattern of leaf variegation of ‘JC007-2B’ was proposed (Figure 10), which could contribute to the understanding of potential genetic mechanisms and the regulatory network of *BoVl* in leaf variegation of ornamental kale.

## 4. Materials and Methods

### 4.1. Plant Materials

The double-haploid ‘JC007-2B’ kale line was grown in the greenhouses at Shenyang Agricultural University (Shenyang, China). The kale exhibited a variegated leaf phenotype with white centers and green margins. Variegated phenotype during plant development were as follows: S1, leaves are green; S2, white appears at the leaf center, although the margins remain green when the plant undergoes a period of chilling temperature; and S3, the leaf center is white, while the margins are green (Figure 1). To investigate the genetic mechanism of variegated leaf formation, we crossed ‘JC007-2B’ with a *Brassica oleracea* inbred line ‘BS’ to produce F_1_. The F_1_ populations were selfed to generate F_2_ populations, and they were backcrossed with two mapping parents to produce BC_1_ lines, respectively. A total of 50 variegated leaf individuals and 20 green leaf individuals of F_2_ populations were used for BSR-seq analysis and then another 1331 green leaf individuals from F_2_ population were planted to fine map the *BoVl* gene. All populations were grown on land at Shenyang Agriculture University, Shenyang, China.

The leaf color pattern was determined by visual inspection when the populations underwent a period of chilling temperature. Chi-square test was used for verifying the segregation rate.

### 4.2. Measurement of Chlorophyll and Carotenoid Content

Green and white sectors in variegated leaves were selected for the measurement of chlorophyll and carotenoid levels. Dry weight samples (20 mg) were soaked in 10 mL of 96% ethanol solution (*v*/*v*), at 25 °C, for 24 h. The samples were centrifuged for 30 s every 12 h [39]. The absorbance was measured three times each at wavelengths of 649, 665, and 470 nm on an ultraviolet spectrophotometer (T6 New Century; Persee, Beijing, China). Total chlorophyll, chlorophyll *a*, chlorophyll *b*, and carotenoid contents were calculated using the following formulae:

Chlorophyll *a* content = 13.95 A_665nm_ − 6.88 A_649nm_

Chlorophyll *b* content = 24.96 A_649nm_ − 7.32 A_665nm_

$$\mathrm{Carotenoid content}\;=\;\frac{1000\times A_{470\mathrm{nm}}-2.05\times \text{chlorophyll}\;a\;\text{content}-114.8\times \text{chlorophyll }b\;\text{content}}{245}$$

### 4.3. Transmission Electron Microscopy

Leaves at three stages were cut into 1 mm^2^ sections, fixed in glutaraldehyde solution (2.5% glutaraldehyde, 0.1 M Na_2_HPO_4_, 0.1 M NaH_2_PO_4_ [pH 7.0]), washed in 0.1 M phosphate buffer, fixed in 1% OsO_4_ in the same phosphate buffer, and dehydrated in a graded series of acetone before embedding and polymerization in Epon 812. After ultrathin sectioning (LKB2088 type ultramicrotome; LKB Co., Bromma, Sweden), the samples were stained with uranyl acetate and lead citrate solutions and observed under a transmission electron microscope (H-7650; Hitachi, Tokyo, Japan). Images were acquired at 30,000× magnification [40].

### 4.4. BSR-Seq Analysis

Fifty variegated leaf individuals and fifty green leaf individuals of F_2_ populations were selected to construct two bulks, Var and CK, for BSR-seq analysis. Total RNA of each sample was extracted using TRIzol Reagent (Invitrogen), and were quantified and qualified by Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), NanoDrop (Thermo Fisher Scientific Inc.) and 1% agrose gel. The RNA with RIN value above 7 from fifty individual variegated leaves and fifty green leaves was mixed to construct two libraries, respectively. The next-generation sequencing library preparations were constructed according to the manufacturer’s protocol (NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^). NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB) was used to perform the poly(A) mRNA isolation. The mRNA fragmentation and priming was performed using NEBNext First Strand Synthesis Reaction Buffer and NEBNext Random Primers. First-strand cDNA and second-strand cDNA were synthesized using ProtoScript II Reverse Transcriptase and Second Strand Synthesis Enzyme Mix, respectively. Two libraries with different indices were multiplexed and loaded on an Illumina HiSeq X Ten instrument according to manufacturer’s instructions (Illumina, San Diego, CA, USA). The sequences were processed and analyzed by GENEWIZ (Nanjing, Jiangsu, China).

Trimmomatic (v0.30) was used to obtain high quality clean data. Then, clean data were aligned to reference genome (EnsemblPlant, *B. oleracea*, v2.1) via software Hisat2 (v2.0.1). HTSeq (v0.6.1) estimated gene and isoform expression levels from the paired-end clean data. DESeq Bioconductor package, a model based on the negative binomial distribution, helps us to analysis differential expression genes (DEGs). Additionally, the threshold was set as log_2_ (fold change) > 1 and statistical significance (*p* < 0.05). Samtools v0.1.18 with command mpileup and Bcftools v0.1.19 were used to do SNV calling. Additionally, ED value was calculated based on an mpileup file, which generated by samtools v0.1.18.

### 4.5. Genomic DNA Extraction, PCR and Molecular Marker Development for Fine Mapping

Young leaf samples of green leaf individuals of F_2_ populations and two parents were collected and frozen in liquid nitrogen. Genome DNAs were extracted from leaves from modified cetyltrimethylammonium bromide (CTAB) method [40]. The SSR loci were detected via SSR Hunter based on the *Brassica oleracea* genome, while the Indel loci were identified according to the results of genome re-sequencing and BSR-seq analysis. Both two types of markers were designed by Primer Premier 5.0. A total of 77 SSR markers were used to confirm the mapping region, then 15 Indel markers were used to narrow the region. Map distances were calculated referring to Kosambi’s (2011) mapping function [41].

The PCR reaction contains ~80 ng genome DNA, 0.5 μM of each primer, 200 μM dNTPs, 1× reaction buffer and 0.5 U Taq DNA polymerase (Tiangen, Beijing, China). The PCR program was as follows: 95 °C for 5 min, 35 cycles of 95 °C for 15 s, 58 °C for 30 s, 72 °C for 30 s, and 72 °C for 5 min. The PCR products were separated on a 6% polyacrylamide gel by electrophoresis, and electrophoresis at 200 V for 1.5 h. The gels were stained in 0.1% AgNO_3_ solution and then were transferred into a developing solution (1.5% sodium hydroxide, 0.4% formaldehyde).

### 4.6. Gene Annotation and Candidate Gene Identification

Candidate gene prediction was based on the *Brassica oleracea* genome database (ftp://ftp.ensemblgenomes.org/pub/release-38/plants/genbank/brassica_oleracea, accessed on 1 October 2022). The functions of the genes in the interval were analyzed using the BLASTP tool from TAIR. The gene and promoter sequence of the genes were amplified from two parents genomic DNA with PrimeSTAR^®^vMax DNA Polymerase (TAKARA, Dalian, China). All primers used for sequencing are listed in Supplementary Materials Table S3. The PCR products were purified using the Gel Extraction Kit (CWBIO, Beijing, China), introduced into the PMD 18-T Vector (Takara, Dalian, China), and transformed into TOP10 competent cells (CWBIO). The recombinant plasmids were sequenced by Genewiz (Tianjin, China) and sequences were aligned using DNAMAN 6 (https://www.lynnon.com/, accessed on 1 October 2022).

### 4.7. Phylogenetic Analysis and Alignment of BoVl and Its Homologous Proteins

The amino acid sequences of *BoMED4* and its homologous protein in different species were downloaded from the NCBI database. Protein sequence alignments were performed with Clustal W, and a neighbor-joining tree was constructed with 1000 replications. The proteins sequences used in the neighbor-joining tree were from the following species: the amino acid sequence, isoelectric point (PI) and molecular weight (MW) of the gene protein were estimated by Edit-seq; three candidate genes were sequenced by DNAman; the conserved domains of candidate genes were analyzed using Hmmer (http://plants.ensembl.org/hmmer/index.html/, accessed on 1 October 2022). We used: smart (http://smart.embl-heidelberg.de/, accessed on 1 October 2022) to predict the amino acid sequence of the candidate gene and the conserved domain of the candidate gene; sopma (http://npsa-pbil.ibcp.fr/cgi-bin/npsa_automat.pl, accessed on 1 October 2022) to predict the secondary structure of candidate genes; and Protscale (https://web.expasy.org/protscale/, accessed on 1 October 2022) to hydrophobicity prediction of candidate genes. The phylogenetic tree of reference genes *Bo3g002080*, ‘BS’ and ‘JC007-2B’ in kale and other species was constructed using MEGA11.

### 4.8. RNA-Seq Analysis

Total RNA was extracted using a Total RNA Purification kit (LC Science, Houston, TX, USA; TRK1001) according to the manufacturer’s protocol. RNA quantity and purity were evaluated using a Bioanalyzer 2100 and RNA 6000 Nano LabChip kit (Agilent Technologies, Santa Clara, CA, USA), with an RNA integrity number > 7.0. Poly(A) mRNA was isolated from 10 μg RNA using the poly-T oligo method (Invitrogen, Carlsbad, CA, USA). Cleaved RNA fragments were used to generate a cDNA library using an mRNA-Seq Sample Preparation kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. Samples from S3 (leaf margin and center) with three independent biological replicates were used to construct 6 cDNA libraries designated as S3_S_1, S3_S_2, S3_S_3, S3_C_1, S3_C_2, and S3_C_3. Paired-end sequencing was carried out using the Illumina HiSeq 4000 system (LC Sciences, Hangzhou, China) according to the manufacturer’s protocol. After removing reads of low quality, those that remained were mapped to the *B. oleracea* reference genome (ftp://ftp.ensemblgenomes.org/pub/release-38/plants/genbank/brassica_oleracea/, accessed on 1 October 2022) using the HISAT package, allowing for a maximum of two mismatches and multiple alignments per read (up to 20 by default).

Mapped reads of each sample were assembled using StringTie. The final transcriptome was generated by merging all transcriptomes using Perl scripts. mRNA expression levels were calculated by the fragments per kilobase million (FPKM) method using StringTie (https://ccb.jhu.edu/software/stringtie/, accessed on 1 October 2022), whereas differentially expressed mRNAs were identified based on log_2_ (fold change) > 1 and statistical significance (*p* < 0.05) using the R package Ballgown (R Foundation for Statistical Computing, Vienna, Austria). All DEGs were mapped to GO terms and KEGG pathways. Significantly enriched GO terms and KEGG pathways in DEGs were identified by hypergeometric tests with Bonferroni correction; *p* ≤ 0.05 was defined as the threshold.

The RNA samples used for RNA-seq were also used for qRT-PCR analysis. The first-strand cDNA was synthesized using a cDNA synthesis kit (Vazyme, Nanjing, China). Nine DEGs involved in chloroplast development and photosynthesis and three candidate genes in the region were selected for evaluation. Gene-specific primers were designed with Primer Premier Software v.5.0 (Premier Biosoft, Palo Alto, CA, USA) (Table S4), while the actin gene was used as an internal control. An amount of 2 μL cDNA (1:50 dilution), 25 μL of 2× Ultra SYBR Mix (CWBIO, Beijing, China), and 1 µL of each primer (100 nM final concentration) formed the 50-μL reaction, followed by the program of 95 °C for 10 min, and then 40 cycles of 95 °C for 15 s and 60 °C for 1 min. A melting curve analysis (55–95 °C) was performed at 95 °C for 15 s, 60 °C for 1 min, 95 °C for 15 s, and 60 °C for 15 s. Experiments were performed using a QuantStudio 6 PCR system (Thermo Fisher Scientific, Waltham, MA, USA) with three independent biological replicates. Relative expression level was calculated with the 2^−ΔΔCt^ method [42].

### 4.9. Statistical Analysis

Part of the statistical analyses in this study were performed using Student’s *t*-test. Values were considered as significantly different with *p* < 0.05 (*). For the rest, analysis of variance (followed by Duncan’s test) was used to test differences between samples, with *p* < 0.05 considered statistically significant.

## 5. Conclusions

The present study characterized a novel variegated leaf mutant ‘JC007-2B’ and revealed the molecular genetic mechanism of this unique variegated leaf phenotype in ornamental kale, which was featured by green margins and white centers. Chloroplast structure and photosynthetic pigments content in the white sectors of variegated leaves were abnormal. The *BoVl* locus responsible for the mutant phenotype was fine-mapped to a 6.74 Kb interval on chromosome C03. Based on the sequence variation and differential expression, *Bo3g002080*, which is homologous to *Arabidopsis MED4*, was the most likely candidate gene for *BoVl*. However, the function of *MED4* in affecting chloroplast development or determining pigment distribution has not been reported yet. To gain insights into the molecular mechanism underlying leaf variegation under the control of *BoVl*, we performed comparative transcriptome analysis between the green margins (S3_S) and the white centers (S3_C). Relevant pathways and DEGs involved in carotenoid biosynthesis, chloroplast, thylakoid membrane, and photosynthesis were significantly enriched. Our research provides a new gene resource for cultivar breeding in ornamental kale and contributes to uncovering the molecular genetic mechanism underlying variegated leaf formation.

## Figures and Tables

**Figure 1:**
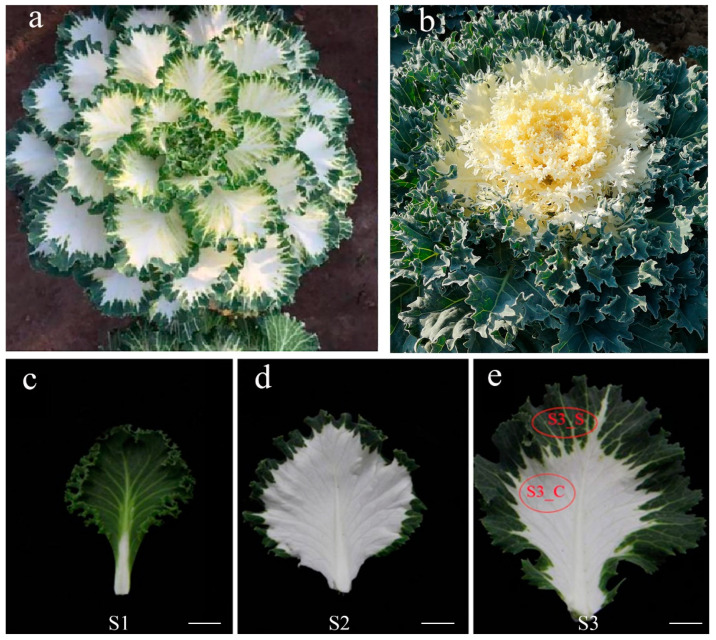
(**a**) The phenotype of the variegated leaf mutant ‘JC007-2B’; (**b**) The intermediate phenotype in common white-leaf kale; (**c**–**e**) variegated leaf patterns in ‘JC007-2B’ at different developmental stages; S1 (green leaf stage), leaf entirely green; S2 (albino stage), white appearing in the leaf center with a small green portion around leaf margin; S3 (variegated leaf stage), white leaf center and green leaf margin lasting during the whole ornamental stage; The green margin at S3 was denoted as S3_S, and the white center was denoted as S3_C. Bars = 1.75 cm.

**Figure 2:**
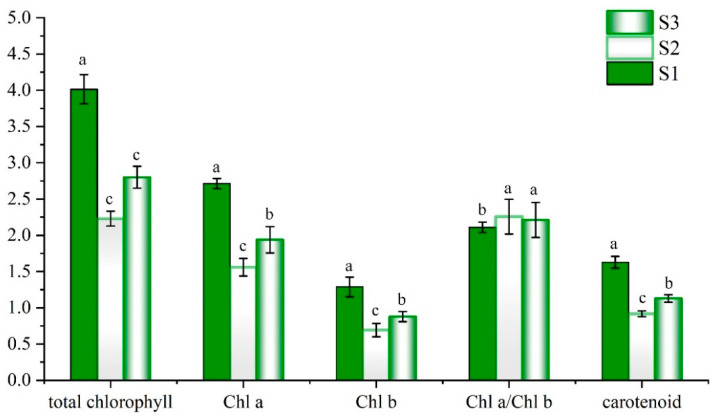
Determination of chlorophyll content, chlorophyll *a* content, chlorophyll *b* content, Chl *a*/Chl *b* ratio and carotenoid content of ‘JC007-2B’ at three different developmental stages. The unit of pigment content is mg/g.DW. The significance of the difference by SPSS. Different letters represent significant differences, *p* ≤ 0.05.

**Figure 3:**
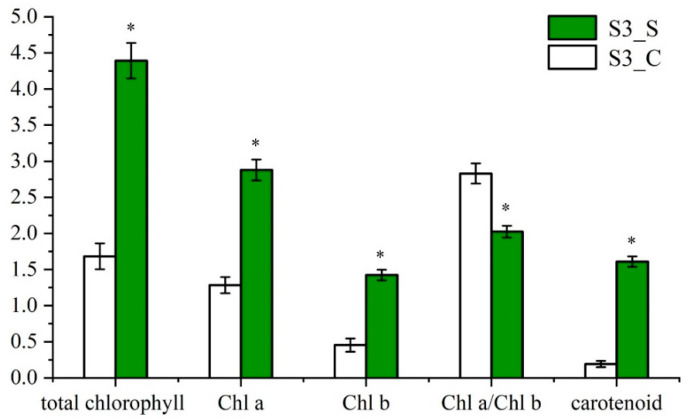
Determination of chlorophyll content, chlorophyll *a* content, chlorophyll *b* content, Chl *a*/Chl *b* ratio and carotenoid content of ‘JC007-2B’ in the S3_C and S3_S sections. The unit of pigment content is mg/g.DW. The significance of the difference by *t*-test, * represent significant differences, *p* ≤ 0.05.

**Figure 4:**
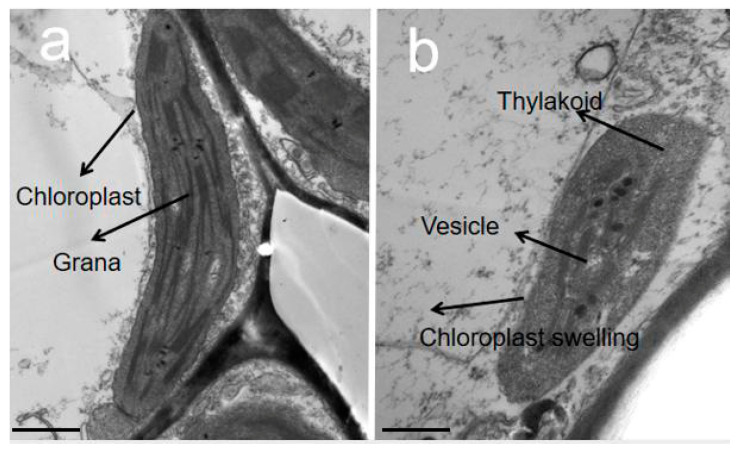
Ultrastructural observation of the chloroplast in the variegated leaf at S3. (**a**) Chloroplast ultrastructure in S3_S; Bars = 600 μm (**b**) Chloroplast ultrastructure in S3_C. Bars = 300 μm.

**Figure 5:**
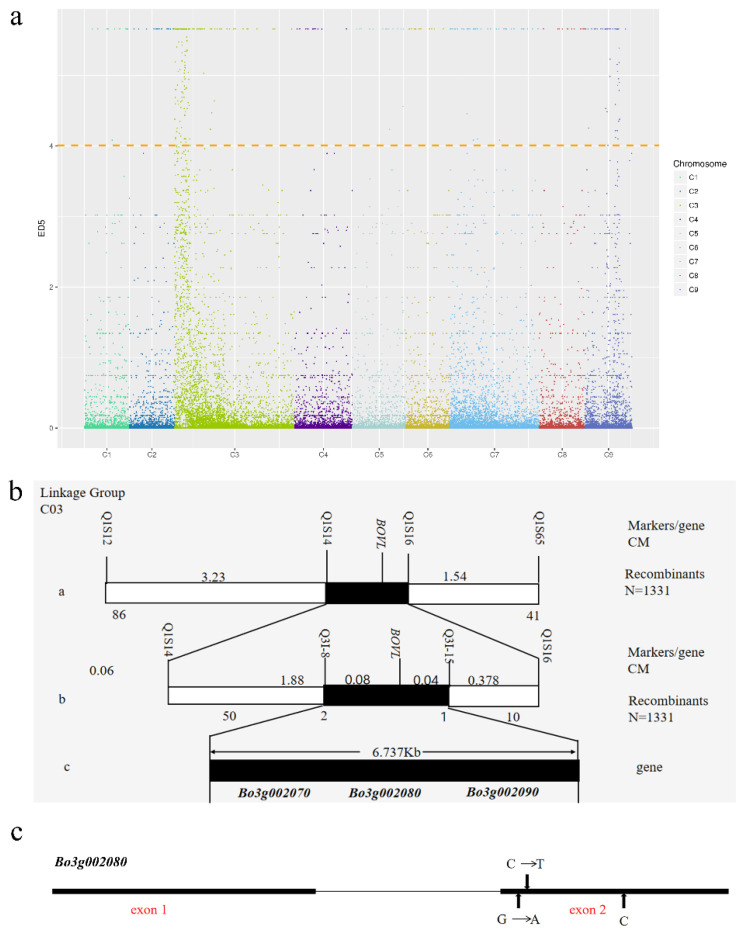
Genetic maps of the *BoVl* locus and analysis of the candidate gene on *Brassica oleracea* chromosome 9. (**a**) Distribution of ED^5^ values on chromosomes. Different colors in the panel indicate different SNV sites on different chromosomes; The width of each color in the x-axis represents the number of differential SNV loci in each chromosome; The ordinate represents the ED^5^ of each differential SNV locus; Threshold value of top 1% for horizontal line; (**b**) Physical maps of the variegated leaf gene, *BoVl*, in ornamental kale. The mutant gene *BoVl* is initially located on C03, and the mutant gene is located between markers Q1S14 and Q1S16. The physical distance was 56.67 Kb, including 17 candidate genes, and the genetic distance was 3.23 cM and 1.54 cM, respectively; Ultimately, the mutant gene *BoVl* was mapped to the interval between markers Q3I-8 and Q3I-15, whose physical distance is 6.74 Kb and contained three candidate genes; (**c**) Gene structure and the base change sites of *Bo3g002080*.

**Figure 6:**
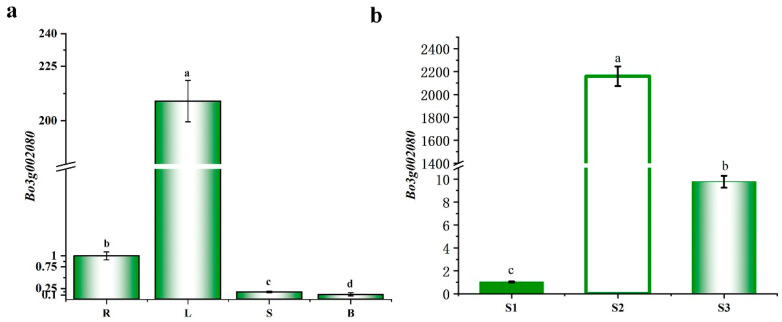
Expression pattern of *Bo3g002080*. (**a**) The expression level of *Bo3g002080* in different tissues from ‘JC007-2B’; (**b**) The expression level of *Bo3g002080* at different developmental stages of ‘JC007-2B’; Different letters represent significant differences, *p* ≤ 0.05; R: root: L: leaf; S: stem; B: bud; Different letters represent significant differences, *p* ≤ 0.05.

**Figure 7:**
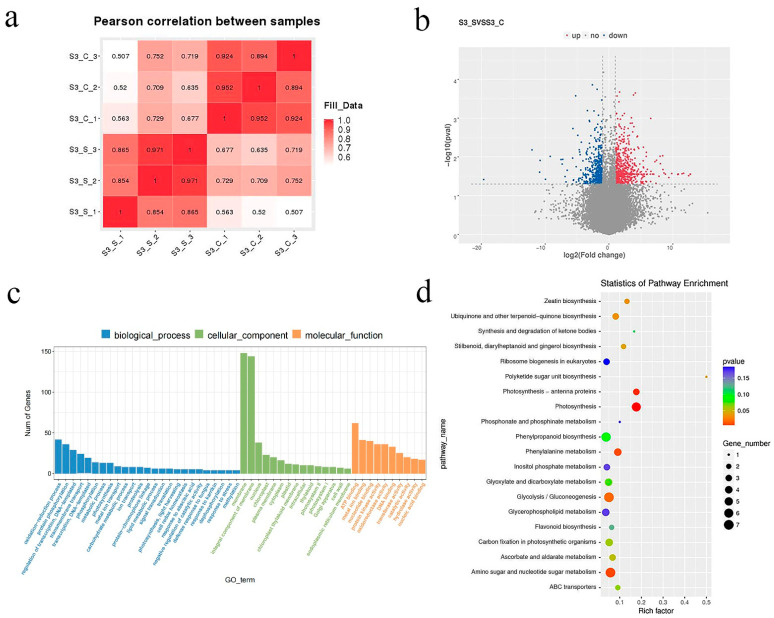
GO and KEGG analysis of the DEGs in variegated leaf ornamental kale by RNA-Seq. (**a**) Pearson correlation between samples; (**b**) Volcano plots of differential expressed genes; (**c**) Analysis of GO enrichments for S3_S vs. S3_C; (**d**) Enriched KEGG pathways for S3_S vs. S3_C (*p* value ≤ 0.05).

**Figure 8:**
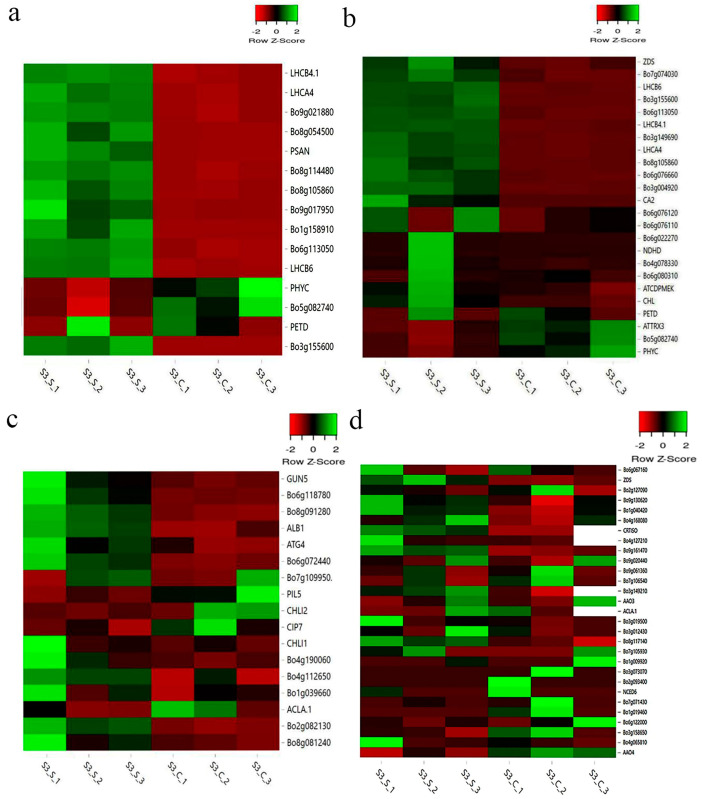
Comparative analysis of the DEGs or genes related to the phenotype formation. (**a**) Heatmap showing the expression profiles of DEGs related to photosynthesis; (**b**) Heatmap showing the expression profiles of DEGs related to chloroplast tissue; (**c**) Heatmap showing the expression patterns of genes related to chlorophyll biosynthetic process; (**d**) Heat map showing the expression patterns of genes related to carotenoid biosynthesis.

**Figure 9:**
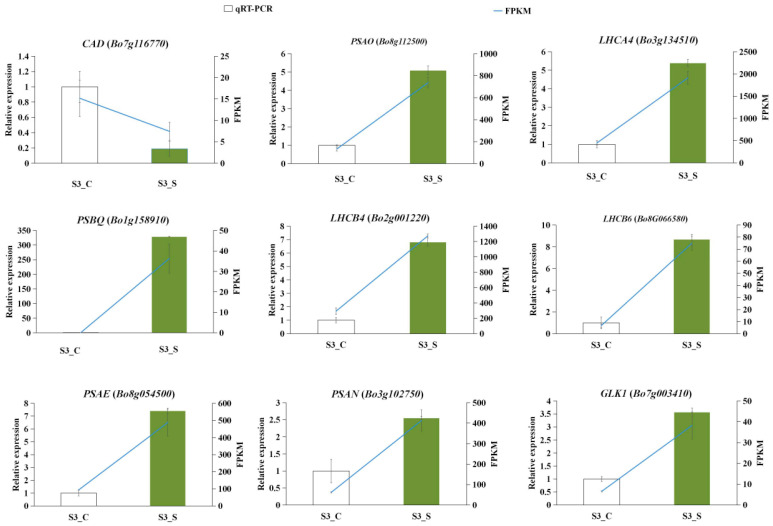
The validation and expression analysis of photosynthesis-related genes using qRT-PCR.

**Figure 10:**
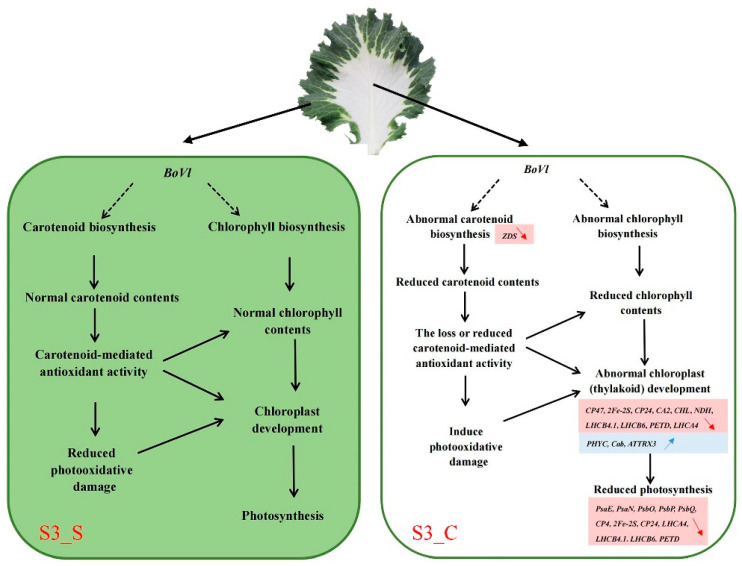
The proposed possible formation pattern of leaf variegation of ‘JC007-2B’.

**Table 1:** Inheritance analysis of the variegated leaf trait in the populations constructed by the two parents in *Brassica oleracea*.

Population	Total	Variegated Leaves	Green Leaves	Segregation Ratio	χ^2^
P1 (‘JC007-2B’)	50	50	0		
P2 (‘BS’)	30	0	30		
P1 × P2	50	50	0		
P2 × P1	45	45	0		
(P1× P2) × P1	82	82	0		
(P1 × P2) × P2	24	11	13	0.846:1	0.17
F2	117	90	27	3.333:1	0.23

**Table 2:** The quality clean reads of two pools were yielded via BSR-seq.

Samples	Reads	Bases	Q20 (%)	Q30 (%)	GC (%)	N (ppm)
Var	49,679,016	7,367,237,292	97.80	94.16	47.64	11.27
CK	46,659,032	6,919,343,049	97.75	94.06	47.95	11.14

**Table 3:** The localization of chromosome regions related to the variegated leaf gene *BoVl.*

Chromosome	Start Position	Stop Position	Total SNV Numbers	Length	Total DEGs Numbers
C03	37,199	2,499,485	137	2,462,286	22
C03	3,047,605	4,030,163	12	982,558	5
C09	48,314,708	49,461,537	24	1,146,829	0

## Data Availability

The datasets of transcriptome analysis used in this research have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE112493. The datasets of BSR-seq can be found in the NCBI sequence reads archive (SRA) database under BioProject No. PRJNA900045.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232314853/s1. Figure S1: Alignments of nucleotide sequences of *Bo3g002070* in ‘BS’ and ‘JC007-2B’; Figure S2: Alignments of nucleotide sequences of *Bo3g002090* in ‘BS’ and ‘JC007-2B’; Figure S3: Nucleotide and amino acid sequence alignments of *Bo3g002080* in ‘BS’ and ‘JC007-2B’; Figure S4: Nucleotide sequences alignments of *Bo3g002080* in two parents, F_2_ recombinant plants and DH line plants; Figure S5: Hydrophobicity and the protein structure of the candidate gene; Figure S6: The validation and expression analysis of another 9 randomly selected genes using qRT-PCR; Table S1: Data statistics and quality control of RNA-Seq; Table S2: Reference genome alignment reads statistics; Table S3: Primer sequences for *Bo3g002070*, *Bo3g002080*, *Bo3g002090*. Table S4: Primers used to validate expression patterns determined by transcriptome profiling, and primers for the qRT-PCR of candidate genes.

How the deposited data were processed for this re-analysis (not part of the article)

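RNA was measured in leaves of the variegated kale line 'JC007-2B' in 4 groups of 3 libraries each. These were leaves at the green leaf stage (S1) and at the albino stage (S2), and the green margin (S3_S) and the white center (S3_C) of leaves at the variegated leaf stage. The group and the replicate number of each library were taken from its label, and the names in the paper match these. The paper reports RNA-seq results for S3_S and S3_C, and the S1 and S2 libraries are used here only where they are named.

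The authors removed reads of low quality, aligned the rest with HISAT to the *B. oleracea* genome of Ensembl Plants release 38 with up to 2 mismatches and up to 20 alignments per read, assembled transcripts with StringTie, merged the assemblies and calculated the deposited FPKM per gene. The text of the paper does not name how the FPKM of several transcripts of a gene were combined, nor a scaling between libraries after FPKM. The table has 45325 genes, 28882 of them with a single transcript, and 7025 of them without a gene name. It gives KEGG pathways for 4581 genes and GO terms for 22656 genes, with 136 pathways and 4148 terms in all. The 12 columns of values were all used. No gene was at 0 in all libraries. Genes of the figures were found by the reference transcript or the gene name that the table gives, and *ACLA.1* was matched to *ACLA-1*. Fig. 8b shows 24 labels where the text of the paper counts 23 genes, and Fig. 8d shows 29 labels where it counts 28. The labels of the figures were used.

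FPKM keep no read counts, and read counts were not analysed here. For genes with a single transcript, low values are multiples of what 1 fragment is worth, and the smallest step of values under 0.1 FPKM was compared between libraries. The relative depth obtained in this way rests on 44 to 61 genes per library that share a common step and lay between 0.902 and 1.35 with the first S1 library at 1. Between 1.00 and 1.31 was found for S1 (median 1.08) and between 1.02 and 1.23 for S2 (median 1.12). The FPKM sums were 447579 to 461587 in S1 and 435565 to 459300 in S2. A gene at or below 3 steps was taken as at the floor.

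The main test was limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3 on log2(FPKM + 1), over genes above 0 FPKM in at least 1 of the 6 libraries compared. That left 42625 genes for S3_S against S3_C and 42771 genes for S2 against S1. The threshold was that of the paper, an unadjusted p under 0.05 and an absolute log2 fold change over 1, with Benjamini-Hochberg adjusted p-values beside it. Single comparisons used an exact two-sided permutation test, which cannot give a p under 0.1 with 3 libraries against 3. Pathways and terms were tested with a one-sided hypergeometric test (Fisher's exact test) against the tested genes that carry an annotation, with Bonferroni correction as in the paper. Summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The genes named are those the paper names in its section on the transcriptome, in Fig. 8 or in Fig. 9, the 3 candidate genes, and the 5 largest changes in each direction among genes past the threshold whose S3_S values all lie on one side of the S3_C values. A list of 14 genes known as markers of vein tissue was also used, of which the table names 4 (*IRX1*, *IRX5*, *XCP1* and *IRX9*). The tests of this paragraph, this rule, the marker list and the alternatives below were chosen before the data were examined. Tests named elsewhere as chosen after results were seen are not among these.

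The alternatives were a pseudocount of 0.1, genes with a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization, the replicate number as a block, all 12 libraries in the fit, each library left out in turn, and ordinary linear models per gene. The latter were fitted as Ballgown does, the package named in the methods of the paper. Its library-size covariate is the sum of log2(FPKM + 1) over the genes above 0 and below the 75% quantile of the library. This model was run with its coefficient as the fold change, with the ratio of mean FPKM as the fold change, and without the covariate. For the enrichment, a background of genes with a mean of at least 1 FPKM was also used. So were the genes with both an adjusted p under 0.05 and an absolute log2 fold change over 1. An alternative was counted as changing a number of genes when the numbers differed by more than 1.5 times.

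Whether equal replicate numbers pair the libraries was checked from the correlation of their deviations from the group means. Over the 25054 genes with a mean of at least 1 FPKM it was 0.113 to 0.467 for S3_S and S3_C libraries of the same number and −0.470 to 0.237 for the other combinations. Over all 42625 genes tested it was 0.0968 to 0.421 and −0.433 to 0.210. A correlation over 0.1 in every pair was the criterion, so the outcome depends on the genes used, and this set of genes was chosen after the values were seen. The main test has no block. As the libraries may be paired, values with the replicate block are given beside it where they change a call or move a number of genes by more than 1.5 times. Adjusted p-values of single genes also moved in limma where no call changed, and most of these are not given. With the block that of *CIP7* went from 0.168 to 0.0537 and that of *PsbQ* from 0.00412 to 0.0438. Neither the paper nor the labels name a shared plant or day for a replicate number, nor a sequencing batch.

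The models were tested on simulated data of 42620 genes with 200 genes changed. Noise was drawn independently per gene, so the library-size covariate was not made to differ between the simulated groups. In the data it separates the tissues, so the simulation does not show how the model with the covariate behaves on these libraries. The changed genes were well expressed and their changes lay well beyond the threshold, so recovery near the threshold was not tested. In limma, 193 of the 200 passed the threshold along with 349 unchanged genes, and 133 had an adjusted p under 0.05 along with 11 unchanged genes. With the library-size covariate 174 of the changed genes passed along with 355 unchanged ones, and 1 had an adjusted p under 0.05. Without the covariate these numbers were 192, 200 and 63. The sign of the change was recovered for 199 of the 200 in limma. The coordinates of the genes, the qRT-PCR measurements and the pigment contents were not analysed here.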

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

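Of the tests in this part, the count of splits of the S1 and S2 libraries, the pairs of splits after scaling, the scaling outside the highest genes, the sum of the carbonic anhydrase genes with a library left out and the pathway test of the S2 and S1 genes were chosen after the results were seen.

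The S1 and S2 libraries were not reported on as RNA-seq in the paper, and a signal was found between them. Of 42771 genes tested, 3875 passed the threshold in S2 against S1, 3002 higher and 873 lower in S2. Among the lower genes were 13 of the 36 of the photosynthesis pathway (Fisher's exact test over lower genes, Bonferroni adjusted p = 7.84e-08). Only *Bo6g080750*, named here after its values were seen, had an adjusted p under 0.05 in limma (0.0147), with a log2 fold change of 4.86, S2 values of 36.3 to 49.5 FPKM and S1 values of 0.324 to 0.632 FPKM. An unadjusted p under 0.05 was found for 8844 genes. The direction of the calls depends on the scale. The median log2 fold change of the 24203 genes with a mean of at least 1 FPKM was 0.44 as deposited and 0.01 after median-of-ratios scaling, and the share of calls higher in S2 fell from 77.5% to 36.5%. That scaling assumes that most genes do not change and brings the median near 0 by construction, so the shares do not show whether the lack of scaling in the authors' values or a true change set the balance of directions. The 100 genes with the highest FPKM took 20.3% to 29.4% in the S1 libraries and 11.8% to 17.0% in the S2 libraries. This larger share in S1 is not enough for the whole shift, as the median was 0.30 when each library was scaled by its FPKM outside these genes (0.27 to 0.34 with single libraries left out), and 0.12 and 0.050 with the 1000 and the 3000 highest genes set aside. The scaling does not account for the number of calls, which was 2879 after it, 1925 of them shared. Without S1 replicate 3 the number was 2547. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and the next gave 2382 (S1 replicate 1 with S2 replicates 1 and 3). With 10 splits the stage and an accidental grouping of libraries cannot be told apart. The difference in stage stays open as a biological explanation and was not tested.

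Across 40071 genes, the changes from S1 to S2 and from the green margin to the white center went together with a Spearman correlation of 0.294 (Pearson 0.325), a comparison that the paper does not report. Genes are not independent replicates. Of 100 pairs of splits of the S1 and S2 libraries and of the S3 libraries, 22 gave a correlation as far from 0, with 0.478 as the highest, so that the correlation is in line with what other groupings of these libraries give. The chloroplast genes do not carry it alone, as it was 0.276 without them over 39045 genes. Within the 1026 chloroplast genes it was 0.624. Median-of-ratios scaling lowered it to 0.131 (Pearson 0.278). After the scaling 61 of the 100 pairs of splits gave a Spearman correlation as far from 0, with 0.443 as the highest, so that differences in scale cannot be told apart from a shared change. With single libraries left out it ranged from 0.184 (without S3_S replicate 1) to 0.390 (without S2 replicate 3). In the paper's description S1 leaves are green and S2 leaves have a white center and a green margin, so S2 against S1 is not a comparison of a white with a green tissue as S3_C against S3_S is. Of the 781 genes past the threshold in both, 472 were higher and 272 lower in both S3_C and S2, while 9 were higher in S3_C and lower in S2, and 28 the reverse. Whitening as a common biological source stays open and was not tested separately.

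The largest increase in the green margin was that of *Bo5g155090*, a carbonic anhydrase gene that the paper does not discuss. Its log2 fold change was 9.30, and 8.77 to 10.05 with single libraries left out. In the linear model with the library-size covariate its coefficient was 4.40 and it did not pass the threshold. It was at 172 to 3652 FPKM in the S1 libraries and 72.9 to 490 FPKM in the S2 libraries, which overlap (adjusted p = 0.411 from limma). A technical explanation is that reads shared between near-identical copies were assigned to another copy in S3_C. The sum over the 18 genes described as carbonic anhydrase argues against this. It was 1698 ± 1129 FPKM (SD, n = 3) in S3_S and 66.8 ± 8.91 FPKM in S3_C, a log2 ratio of 4.67, where the median photosynthesis gene had 2.20, although 8 of the 18 genes were higher in S3_C. Without S3_S replicate 1 the sum was 1102 FPKM in S3_S and the log2 ratio 4.05. Strong regulation of carbonic anhydrase between the tissues may remain as a hypothesis. A difference between margin and center in leaf age or light was not tested.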

How the results depend on the processing

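No test in this part was chosen after the result was seen, apart from the genes used to check the pairing of replicates. None of the alternatives was added later.

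The number of genes past the threshold between S3_S and S3_C was 3358. It was within 1.5 times of this with genes of a mean of at least 1 FPKM, median-of-ratios scaling, quantile normalization, the replicate block, all 12 libraries and each library left out (2683 to 4350). It moved to 6803 with a pseudocount of 0.1, to 1030 in the linear model with the library-size covariate, to 1261 in that model with the fold change of mean FPKM, and to 5585 in the model without the covariate. The genes higher in S3_S, 1140, moved to 1859 with a pseudocount of 0.1, to 1804 with median-of-ratios scaling and to 595 with the covariate. A smaller pseudocount widens the fold change of genes with low FPKM by construction. The cause of the other shifts was not tested here.

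The genes with an adjusted p under 0.05, 1598, depended on most choices. They were 2618 with genes of a mean of at least 1 FPKM, where 25054 in place of 42625 genes were tested, 990 with median-of-ratios scaling, 903 with quantile normalization, 394 with the replicate block and 466 in the linear model without the covariate. With the covariate they were 0 under both fold changes, while 1964 genes had an unadjusted p under 0.05. They ranged from 2 to 1092 across the 6 fits that each left out 1 library, which test fewer samples. The lowest number was without S3_C replicate 1 and the highest without S3_C replicate 3.

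With the replicate block, *LHCA4* was the gene among the 92 named that changed its side of the threshold, and no other did. The adjusted p depended on the block more. Of the 29 named genes with an adjusted p under 0.05, 11 no longer had one with the block and 2 others gained one (*Bo8g099460* and *Bo3g009970*), which made 20. For S2 and S1 the replicate numbers share no more than the number, with correlations of −0.398 to 0.202 for equal numbers and −0.404 to 0.473 for the others over 24203 genes. The block gave 3557 genes past the threshold there, 0 with an adjusted p under 0.05 and 6487 with an unadjusted p under 0.05.

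Of the lists, the number of genes of Fig. 8a past the threshold stayed between 11 and 15 under all alternatives, all of them higher in S3_S except with the covariate (13 of 15). The genes of Fig. 8b, 11, moved to 22 with the covariate. Both models with the covariate gave 0 genes of Fig. 8c and 0 of Fig. 8d, against 6 and 2, and 1 vein marker against 3. The genes of Fig. 8d ranged from 1 to 4 across the fits that each left out 1 library. The models with the covariate changed the enrichment as well, with 1 KEGG pathway after Bonferroni correction and 9 before it under either fold change, and with 4 and 2 GO terms after correction and 103 and 83 before it. The other alternatives gave 5 to 7 pathways and 21 to 32 terms after correction. The cause was not tested for the lists.

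For S2 against S1, 6950 genes passed the threshold with a pseudocount of 0.1, and 2547 (without S1 replicate 3) to 5499 (without S2 replicate 2) with single libraries left out. The genes with an adjusted p under 0.05 were 3 with a pseudocount of 0.1, 142 with genes of a mean of at least 1 FPKM, 2 with median-of-ratios scaling and 0 to 1 with single libraries left out, where 4756 to 10503 genes had an unadjusted p under 0.05. The correlation between the changes at S2 and in the white center was 0.195 for genes with a mean of at least 1 FPKM and 0.131 with median-of-ratios scaling. The mean correlation between S3_S and S3_C libraries rose to 0.912 on log2(FPKM + 1), a scale that gives the genes with the highest FPKM less weight.

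For the 92 named genes there were 1346 comparisons with an alternative. In 1180 the direction and the side of the threshold were kept, 65 no longer passed, 43 newly passed and 58 changed direction. Under every alternative 28 genes kept both, and 58 genes under all but the models with the covariate, 31 of them past the threshold. Genes listed at 0 in a tissue have no ratio of means, which left 86 genes there, and 73 have a mean of at least 1 FPKM.

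In the model with the covariate 25 of the 92 genes changed direction. The coefficients were 3.00 for *PETD* (*Bo8g030510*), −2.41 for *Bo6g076120*, −0.069 for *Bo7g109950*, 1.71 for *CIP7*, −0.71 for *CHLI1*, −1.39 for *Bo1g039660*, −0.17 for *Bo8g081240*, −0.36 for *Bo9g130620*, −0.60 for *Bo1g040420*, −0.43 for *Bo4g168080*, −2.69 for *Bo9g020440*, 3.36 for *Bo9g061360*, 2.90 for *Bo7g106540*, −1.0 for *Bo3g019500*, −0.32 for *Bo3g012430*, 0.031 for *Bo2g093400*, 0.038 for *NCED6*, 0.10 for *Bo7g071430*, 0.012 for *Bo1g019460*, 0.14 for *Bo3g158650*, −0.32 for *Bo4g065810*, 0.12 for *AAO4*, 6.04 for *Bo8g067730*, 1.53 for *Bo3g009970* and 0.21 for *IRX9*. The covariate separates the tissues, so that the coefficient rests on an extrapolation, and its variance inflation is given among the other observations. Scaling changed the direction of *Bo6g067160* (0.30 with median-of-ratios scaling, 0.12 with quantile normalization), of *AAO3* (0.26 and 0.28) and of *PETD* (0.028 with quantile normalization), as the scaling shifts the median gene. With the ratio of mean FPKM, *Bo2g127090* was at −0.57 in both models. Leaving out single libraries changed the direction of genes with a log2 fold change near 0 or with variable libraries. The ranges were −0.43 to 0.11 for *PETD*, −0.13 to 0.44 for *Bo6g080310*, −0.034 to 0.15 for *Bo7g109950*, −0.33 to 0.11 for *Bo6g067160*, −1.07 to 0.95 for *Bo2g127090*, −0.16 to 0.76 for *Bo9g020440*, −0.95 to 0.063 for *Bo9g061360*, −0.21 to 0.20 for *AAO3*, −0.013 to 0.056 for *Bo7g105930*, −0.055 to 0.012 for *Bo1g009920*, −0.062 to 0.017 for *NCED6*, −0.13 to 0.0016 for *Bo7g071430* and −0.032 to 0.31 for *Bo4g065810*.

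Depth limits what can be said of *Bo3g002080* in S1, where its FPKM correspond to 1.67 steps on average, under the floor of 3 steps.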

Differences from the paper's values

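The comparisons in this part use no test that was chosen after the results were seen.

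The paper reports 1033 differentially expressed genes between S3_S and S3_C, and 3358 genes passed the same threshold in limma. Of the alternatives set before the data were examined, the linear model with the library-size covariate gave 1030 genes and the same model with the fold change of mean FPKM 1261, neither of which differs from the paper's value by more than 1.5 times. All the others gave 2683 to 6803 genes and differ. The paper's number of genes higher in S3_S is 596, against 1140 here. It was 595 in the linear model with the library-size covariate, and 930 to 1859 in all the other alternatives set before the data were examined, which differ.

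The paper assigns its genes to 108 GO terms. It states no p for that number, so assigned terms there and enriched terms here may be unlike measures. Here 216 terms had an unadjusted p of at most 0.05 and 28 a Bonferroni adjusted p of at most 0.05. With the genes of the model with the covariate 103 terms had an unadjusted p of at most 0.05, and 83 with the fold change of mean FPKM in that model, and these do not differ from the paper's value. The other alternatives gave 172 to 230 terms. After Bonferroni correction none of the alternatives set before the data were examined came within 1.5 times of the paper's 108, with 2 to 32 terms. The paper reports 9 enriched KEGG pathways, with Bonferroni correction in its methods. At a Bonferroni adjusted p of at most 0.05 there were 6 here, which does not differ. Both models with the covariate (1) differ. The linear model without the covariate and the fits with S3_S replicate 2, S3_S replicate 3 or S3_C replicate 3 left out (5 each) differ too. So do the genes with an adjusted p under 0.05 and a fold change past the threshold (5). The other alternatives (6 to 7) do not. At an unadjusted p of at most 0.05 there were 19, which differs. At that p both models with the covariate gave 9, which does not differ. The genes with an adjusted p under 0.05 and a fold change past the threshold gave 13, which does not differ either. The other alternatives gave 15 to 25.

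In amino sugar and nucleotide sugar metabolism the paper reports 7 genes, against 12 here. The number was 7 with the library-size covariate and without S3_S replicate 3, 8 with median-of-ratios scaling, without S3_C replicate 1 and without S3_C replicate 2, and 10 with quantile normalization and with the background of genes with a mean of at least 1 FPKM, and these do not differ. The alternatives that do were genes with a mean of at least 1 FPKM (11), a pseudocount of 0.1 (25), the replicate block (14), all 12 libraries (12), the covariate with the fold change of mean FPKM (4), the linear model without the covariate (13), S3_S replicate 1 left out (20), S3_S replicate 2 left out (13) and S3_C replicate 3 left out (32). The genes with an adjusted p under 0.05 and a fold change past the threshold (4) also differ. In glycolysis/gluconeogenesis the paper reports 7 genes, against 27. Both models with the covariate gave 7, and the genes with an adjusted p under 0.05 and a fold change past the threshold gave 10. The other alternatives gave 18 to 34 and differ. In photosynthesis the paper's number is 6, against 27. Both models with the covariate gave 6, and the other alternatives gave 23 to 28 and differ.

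The paper counts 23 differentially expressed genes of chloroplast structures and activities, against 11 of the 23 genes of Fig. 8b here. With the library-size covariate 22 passed, which does not differ, and 8 to 14 under the other alternatives set before the data were examined, which do.

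For *Bo3g002080* the paper's qRT-PCR gives a 2158.85-fold higher expression at S2 than at S1. The ratio of mean FPKM was 2.50, and 1.72 with median-of-ratios scaling, and a pseudocount leaves this ratio as it is. These were the alternatives set for this value before the data were examined, and neither closed the gap. The S1 libraries lie under the floor of 3 steps, and S2, at 4.12 steps on average, was at 1.37 times that floor on the deposited scale. This value leaves out the counting error of so few fragments, so it is not a lower bound of the fold change. It was not calculated after median-of-ratios scaling, which lowers the ratio, so it holds for the deposited scale only.

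The paper names S2 as the stage with the highest expression of *Bo3g002080*, while its mean FPKM was 3.88 times as high in S3_S as in S2. In the other S3 tissue, S3_C, it was 0.171 FPKM against 0.146 FPKM in S2, with overlapping libraries, and the stage as a whole was not measured by RNA-seq. The paper describes *Bo3g002070* as a ubiquitin-protein ligase, and the deposited table describes it as Protein REVEILLE 4. The paper also calls the gene homologous to *AT5G02840*, which it says encodes REV4, and the description in the table is projected from that gene.

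The paper treats *ZDS* as differentially expressed and as the only such gene of carotenoid biosynthesis. *ZDS* met both parts of the threshold in 0 of the 16 settings run, with a log2 fold change of 0.62, and its coefficient was 1.22 with an unadjusted p of 0.0500 in the model with the covariate. In limma 2 other genes of Fig. 8d passed, *Bo9g161470* and *Bo1g040420*, and 6 chlorophyll biosynthesis genes of Fig. 8c, among them *GUN5*. In the models with the covariate 0 genes of these figures passed, where 1964 genes in all had an unadjusted p under 0.05.

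Among the genes of photosynthesis that the paper calls differentially expressed, *PHYC*, *Cab* and *PETD* did not pass in limma, with log2 fold changes of −0.45, −0.52 and −0.07. With the library-size covariate these 3 passed, as did 15 of the 15 genes. Of the 12 genes of Fig. 8b that did not pass in limma, 11 passed with that covariate, and *ZDS* did not. *Bo3g004920* and *Bo4g078330* also passed with median-of-ratios scaling and with quantile normalization, and *Bo4g078330* with all 12 libraries and without S3_S replicate 1. In the model with the covariate and the fold change of mean FPKM, 14 genes of Fig. 8b passed. Among those with a ratio of means, *Bo4g078330* and *Bo6g022270* were the ones added. *NDHD*, listed at 0 in S3_C, has no such ratio, and its unadjusted p in the linear model with the covariate was 0.0279. *CAD*, listed by the paper among the differentially expressed genes measured by qRT-PCR, had a log2 fold change of −0.94 and did not pass. It passed with a pseudocount of 0.1 (−1.02), in the model with the covariate (−2.78), in both models with the fold change of mean FPKM (−1.03), without S3_S replicate 3 (−1.11) and without S3_C replicate 2 (−1.13).

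The paper places amino sugar and nucleotide sugar metabolism and glycolysis/gluconeogenesis first by the number of differentially expressed genes. In limma the pathway with the most genes past the threshold among those with an unadjusted p of at most 0.05 was plant hormone signal transduction with 41. Amino sugar and nucleotide sugar metabolism, with 12 of 125 genes, was not enriched (Fisher's exact test, unadjusted p = 0.663). In the model with the covariate it had 7 genes (Fisher's exact test, unadjusted p = 0.00915). Glycolysis/gluconeogenesis had 7 as well (Fisher's exact test, unadjusted p = 0.0170) and photosynthesis 6, which is the paper's order. Of these pathways only photosynthesis was enriched there after Bonferroni correction.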

Other observations

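In this part the limma fits, the exact permutation test, their alternatives and the list of vein markers were set before the data were examined. The test of other splits in the model with the library-size covariate was chosen before its result was seen. All the remaining tests were chosen after the results they bear on were seen.

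The 6 S3 libraries can be split into 3 and 3 in 10 ways. For the genes past the threshold in limma 1 split, the real one, gave as many, and for the genes with an adjusted p under 0.05 again 1. The next highest number past the threshold was 1817, for S3_S replicate 1 with S3_C replicates 1 and 2, and 0 genes had an adjusted p under 0.05 in each of the other splits. Of the 4 splits that part all 3 pairs of equal replicate number, the others, which exchange the tissues within a pair, gave at most 123 genes. With 10 splits an accidental grouping and the tissue cannot be told apart by this count alone.

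In the linear model with the library-size covariate, 2 of the 10 splits gave as many genes past the threshold. The split of S3_S replicate 1 with S3_C replicates 1 and 2 gave 1300, more than the 1030 of the real one, and 16.2% of genes had an unadjusted p under 0.05 there against 4.61% in the real split. The covariate was 34756 to 36657 in S3_S and 39766 to 40745 in S3_C, so it separated the tissues, with a variance inflation of the tissue term of 14.1. Of the 1030 genes, 202 (19.6%) had a coefficient opposite in sign to the difference of the means, and for 764 the means of log2(FPKM + 1) differed by at most 1. The coefficients ranged from −19.6 to 12.7. These values are in line with a covariate that takes up most of the difference between the tissues. Depth does not account for the difference in the covariate between the tissues. Within the 4 groups the covariate rose with relative depth by a slope of 5052 (standard error 2696), which gives 18.2% of that difference, and 37.7% with the slope 2 standard errors higher. The covariate also differed between S1 (29486 to 31839) and S2 (36071 to 38971), whose mean depth had a ratio of 0.996. A smaller part played by depth stays open. The labels give no batch for these libraries.

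On the FPKM scale fewer genes were higher than lower in S3_S. A candidate explanation is that a few genes take a larger share of the FPKM in S3_S, which lowers the values of the others. The 100 genes with the highest FPKM took at least 19.0% in each S3_S library and at most 14.7% in each S3_C library, but this is not enough for the whole shift. With each library scaled by its FPKM outside its 100 highest genes, the median log2 fold change of the 25054 genes with a mean of at least 1 FPKM went from −0.32 to −0.22, and was −0.25 to −0.18 with single libraries left out. With the 1000 and the 3000 highest genes set aside it was −0.12 and −0.076. Scaling by the remaining genes brings their median nearer to 0 whatever the cause, so these values cannot show whether a larger set of abundant genes gives the shift. Median-of-ratios scaling, with factors of 0.824 to 0.953 in S3_S and 1.13 to 1.17 in S3_C, brings the median to 0.00 by construction and assumes that most genes do not change, so that the 66.0% of calls higher in S3_S after it, against 33.9%, do not show a cause. A true difference in the number of active genes between the tissues stays open.

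The photosynthesis genes were lower in the white center, and a lower share of green cells there would lower all of them by a common factor. Of the 28 pathway genes with a mean of at least 10 FPKM, 12 (42.9%) lay more than 2 standard errors from their median log2 fold change of 2.20. A common factor would give 5% if the standard errors were known exactly, and a somewhat higher share with 3 libraries per tissue. The 28 genes ranged from −0.05 to 5.07. A common factor for all of them is therefore not enough, while a part played by the number of green cells, along with regulation of single genes, stays open and was not tested.

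Genes higher in the white center could come from more vein tissue in the libraries of the leaf center, as a hypothesis. Of the 14 listed markers of vein tissue the table names 4, and all 4 of these markers were lower in S3_S than the median gene by more than 2 standard errors. *XCP1*, the most abundant of them, was at 1.34 FPKM in S3_S and 6.08 FPKM in S3_C (log2 fold change −1.61, adjusted p = 0.0559 from limma). *IRX1* was at 0.375 and 2.63 FPKM (−1.40, adjusted p = 0.0306 from limma), *IRX5* at 0.817 and 3.30 FPKM (−1.24, adjusted p = 0.0456 from limma) and *IRX9* at 0.234 and 1.46 FPKM (−0.96, adjusted p = 0.0714 from limma, not past the threshold). After median-of-ratios scaling 2 of them passed the threshold, with *IRX5* at −0.99. With the replicate block 0 of the 4 had an adjusted p under 0.05 (0.0609 for *IRX1* and 0.0731 for *IRX5* in limma), where 12111 of all genes tested had an unadjusted p under 0.05. The 4 genes were also expressed in whole leaves at S1, with means of 0.85 to 5.65 FPKM. Regulation of these genes in the white tissue stays open, as the libraries do not separate cell types.

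*Bo3g002080* was at 0.0399, 0.0611 and 0.0741 FPKM in the S1 libraries and at 0.136, 0.143 and 0.158 FPKM in the S2 libraries. The difference on log2(FPKM + 1) was 0.11 (exact permutation test, p = 0.1, the smallest possible), and 0.64 with a pseudocount of 0.1. The adjusted p in limma was 0.182, with 0.272 under a pseudocount of 0.1 and 0.502 under median-of-ratios scaling. A difference in depth does not account for it, as the mean relative depth of the S2 libraries over the S1 libraries was 0.996. The stage stays open as an explanation, at values of few fragments per library.

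The S2 libraries did not group with each other. On log2(FPKM + 1) the library most correlated with S2 replicate 1 was S3_C replicate 1 (0.944), with S2 replicate 2 it was S1 replicate 2 (0.925), and with S2 replicate 3 it was S3_C replicate 3 (0.953), and S3_C replicate 3 was in turn closest to S2 replicate 3. Within S2 the Pearson correlation of FPKM was 0.596 to 0.787, and the mean correlation of S2 libraries was 0.75 with S3_C, 0.556 with S1 and 0.571 with S3_S. No explanation was tested for this.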
